# Annexin A8 deficiency delays atherosclerosis progression

**DOI:** 10.1002/ctm2.70176

**Published:** 2025-01-21

**Authors:** Carmen Gutiérrez‐Muñoz, Rafael Blázquez‐Serra, Irene San Sebastian‐Jaraba, Sandra Sanz‐Andrea, Maria J. Fernández‐Gómez, Gonzalo Nuñez‐Moreno, Pablo Mínguez, Joan Carles Escolá‐Gil, Paula Nogales, Veronique Ollivier, Jose L. Martín‐Ventura, Benoit Ho‐Tin Noe, Ursula Rescher, Nerea Méndez‐Barbero, Luis M. Blanco‐Colio

**Keywords:** AnxA8, atherosclerosis, inflammation

## Abstract

**Background:**

Atherosclerosis is a chronic inflammatory disease characterized by the accumulation of lipids and leukocytes within the arterial wall. By studying the aortic transcriptome of atherosclerosis‐prone apolipoprotein E (*ApoE^−/−^)* mice, we aimed to identify novel players in the progression of atherosclerosis.

**Methods:**

RNA‐Seq analysis was performed on aortas from *ApoE^−/−^* and wild‐type mice. AnxA8 expression was assessed in human and mice atherosclerotic tissue and healthy aorta. *ApoE^−/−^* mice lacking systemic AnxA8 (*ApoE^−/−^AnxA8^−/−^*) were generated to assess the effect of AnxA8 deficiency on atherosclerosis. Bone marrow transplantation (BMT) was also performed to generate *ApoE^−/−^* lacking AnxA8 specifically in bone marrow‐derived cells. Endothelial‐specific AnxA8 silencing in vivo was performed in *ApoE^−/−^* mice. The functional role of AnxA8 was analysed in cultured murine cells.

**Results:**

RNA‐Seq unveiled *AnxA8* as one of the most significantly upregulated genes in atherosclerotic aortas of *ApoE^−/−^* compared to wild‐type mice. Moreover, AnxA8 was upregulated in human atherosclerotic plaques. Germline deletion of AnxA8 decreased the atherosclerotic burden, the size and volume of atherosclerotic plaques in the aortic root. Plaques of *ApoE^−/−^AnxA8^−/−^* were characterized by lower lipid and inflammatory content, smaller necrotic core, thicker fibrous cap and less apoptosis compared with those in *ApoE^−/−^AnxA8^+/+^*. BMT showed that hematopoietic AnxA8 deficiency had no effect on atherosclerotic progression. Oxidized low‐density lipoprotein (ox‐LDL) increased AnxA8 expression in murine aortic endothelial cells (MAECs). In vitro experiments revealed that *AnxA8* deficiency in MAECs suppressed P/E‐selectin and CD31 expression and secretion induced by ox‐LDL with a concomitant reduction in platelet and leukocyte adhesion. Intravital microscopy confirmed the reduction in leukocyte and platelet adhesion in *ApoE^−/−^AnxA8^−/−^* mice. Finally, endothelial‐specific silencing of AnxA8 decreased atherosclerosis progression.

**Conclusion:**

Our findings demonstrate that AnxA8 promotes the progression of atherosclerosis by modulating endothelial−leukocyte interactions. Interventions capable of reducing AnxA8 expression in endothelial cells may delay atherosclerotic plaque progression.

**Key points:**

- This study shows that AnxA8 is upregulated in aorta of atheroprone mice and in human atherosclerotic plaques.
- Germline AnxA8 deficiency reduces platelet and leukocyte recruitment to activated endothelium as well as atherosclerotic burden, plaque size, and macrophage accumulation in mice.
- AnxA8 regulates oxLDL‐induced adhesion molecules expression in aortic endothelial cells. Our data strongly suggest that AnxA8 promotes disease progression through regulation of adhesion and influx of immune cells to the intima.
- Endothelial specific silencing of AnxA8 reduced atherosclerosis progression.
- Therapeutic interventions to reduce AnxA8 expression may delay atherosclerosis progression.

## 1 INTRODUCTION

Cardiovascular diseases (CVDs) are the leading cause of death in developed countries, accounting for nearly 18 million fatalities worldwide each year.^1^ The main underlying pathophysiology is atherosclerosis, a multifactorial inflammatory process involving several cell types, including endothelial cells (ECs), vascular smooth muscle cells (VSMCs) and leukocytes, which interact in response to various forms of injury.^2^ In an atherogenic environment, different stimuli such as hyperlipidaemia, hypertension or diabetes, induce ECs to express adhesion molecules that allow leukocytes to anchor to the intimal surface.^3^, ^4^ Subsequently, ECs and VSMCs begin to release proinflammatory cytokines, chemokines and vasoactive mediators to initiate and amplify the immune response leading to wall thickening. Monocytes are transformed into macrophages by internalization of oxidized low‐density lipoproteins (ox‐LDLs), and finally, macrophages differentiate into foam cells that contribute to lipid core formation. Platelets also contribute to atherosclerosis through their ability to form platelet‐neutrophil aggregates, which are mediated by adhesion molecules such as P‐selectin and P‐selectin glycoprotein ligand 1 (PSGL‐1).^5^ Platelet−neutrophil interaction leads to their reciprocal activation and neutrophil release of extracellular traps that are prothrombotic and mediate atherothrombosis.^6^ Persistent hypercholesterolemia and inflammation exacerbate atherosclerotic plaque progression over time, often complicated by thrombus formation, thereby leading to the possibility of developing an acute coronary syndrome or stroke.^7^ The identification of new molecules involved in vascular inflammation and atherogenesis could, therefore, help in the development of treatments to prevent plaque progression.

Annexins (Anxs) are a widespread multigene superfamily of structurally related calcium‐dependent membrane‐binding proteins.^8^ All annexins are structurally related, encoding a highly conserved C‐terminal core and a variable N‐terminal domain (also called the tail domain) containing sites for post‐translational modification, being unique in each member and responsible for conferring functional and regulatory properties to each annexin.^9^ Anxs are involved in numerous cellular processes including vesicle trafficking, calcium signalling, cell growth or division and apoptosis. Several mouse models lacking individual members of the Anxs gene family have been developed and some of their in vivo functions have been elucidated.^10^ In the context of CVD, recent studies have identified Anxs as proteins implicated in atherothrombosis.^11^ *AnxA1* deletion increased plaque size and leukocyte infiltration in atheroprone *ApoE^−/−^* mice.^12^ The N‐terminal portion of the AnxA1 peptide (i.e. Ac2‐26) is capable of reproducing the anti‐inflammatory effects of the full‐length protein. Thus, treatment with the Ac2‐26 peptide has been shown to reduce atherosclerotic lesion size and lesional macrophage accumulation in mice.^12^ Administration of AnxA5 reduced plaque inflammation in *ApoE^−/−^* mice probably by interfering with monocyte recruitment to the inflamed site.^13^ Targeting AnxA7 with 6‐amino‐2, 3‐dihydro‐3‐hydroxymethyl‐1, 4‐benzoxazine reduced atherosclerotic burden and leukocyte infiltration in *ApoE^−/−^* mice.^14^

AnxA8, like other members of the Anxs family, has been implicated in various steps of membrane trafficking. AnxA8 is located in late endosomes and is necessary for the delivery of CD63 to Weibel−Palade bodies (WPBs) and the presentation of P‐selectin on the surface of human ECs, which is crucial for leukocyte adhesion.^15^ Since inflammatory cell recruitment is a key event in atherosclerosis, here we investigated the importance of AnxA8 in atherogenesis and identified a prominent deleterious effect on plaque development and progression.

## 2 MATERIALS AND METHODS

### 2.1 Animals

Female *ApoE^−/−^* mice (#002052; Jackson Laboratory) were crossed with male *AnxA8^−/−^* mice previously generated in Dr. Rescher Lab.^15^ (both on the C57BL/6 background), and the progeny bred back to *ApoE^−/−^* mice to obtain the double knockout (*ApoE^−/−^AnxA8^−/−^*) and their littermate control (*ApoE^−/−^AnxA8^+/+^*) mice. To study the effect of *AnxA8* deletion on atherosclerotic lesions, 12‐week‐old male *ApoE^−/−^AnxA8^+/+^* (*N* = 8) and *ApoE^−/−^AnxA8^−/−^* (*N* = 8) were fed on a high‐fat diet (HFD; 21% fat [.2% cholesterol] +17.3% proteins; TD88137, Envigo) during 4 weeks (early lesions), and 24‐week‐old male *ApoE^−/−^AnxA8^+/+^* (*N* = 10) and *ApoE^−/−^AnxA8^−/−^* (*N* = 11) were fed on an HFD during 12 weeks (advanced lesions). Aorta from 40‐week‐old male *ApoE^−/−^* or wild‐type (WT) C57BL/6 mice (*N* = 4 for both) fed on a chow diet were used to obtain RNA for RNA‐Seq.

All mice were maintained under barrier conditions with water and diet available ad libitum. At the end of the study, 16‐h fasted mice were anesthetized and euthanized by overdose of 100 mg/kg ketamine and 15 mg/kg xylazine and saline perfused. Blood samples were collected and serum concentration of lipids was measured by using a commercial kit adapted for a COBAS 6000 autoanalyzer (Roche Diagnostics). The housing and care of animals and all procedures carried out in this study were strictly in accordance with the Directive 2010/63/EU of the European Parliament and were approved by the Institutional Animal Care and Use Committee of IIS‐Fundación Jiménez Díaz.

### 2.2 Bone marrow transplantation

Twelve‐week‐old male ApoE^−/−^ mice were irradiated with 4.5 Gy on 2 consecutive days to deplete the autologous bone marrow (BM). BM was collected from the femur and tibia of donor ApoE^−/−^AnxA8^+/+^ or ApoE^−/−^AnxA8^−/−^ mice by flushing with saline and erythrocytes were lysates. Each irradiated mouse was injected with 10^7^ BM cells through intravenous injection. Four weeks after bone marrow transplantation (BMT), peripheral blood was collected by retro‐orbital venous plexus puncture and the efficacy of BM reconstitution was tested by PCR analysis. For the atherosclerosis study, mice were fed with HFD for 12 weeks beginning 4 weeks after BMT. At the end of 12 weeks, mice were sacrificed and lipid analysis and atherosclerotic lesion analysis were performed.

### 2.3 RNA‐Seq library construction and sequencing

RNA‐Seq libraries were prepared using the Illumina TruSeq Stranded Total RNA library prep, after ribodepletion with the Epicenter Ribozero Gold kit (cat# RZE1224) starting from 500 ng of DNAse I treated total RNA, following the manufacturer's protocol, with the exception that 14 cycles of PCR were performed to amplify the libraries, to keep the duplication rate lower than with the recommended 15 cycles. The amplified libraries were purified using AMPure beads, quantified by Qubit and QPCR, and visualized in an Agilent Bioanalyzer. The libraries were pooled equimolarly, and loaded on an Illumina HiSeq 2500 flow cell, v4 chemistry as paired‐end 50. The R statistical software environment was used to run the Bioconductor package, DESeq2 to analyse the RNA‐Seq data set for differential expression between groups (Applied Bioinformatics Laboratory, NYU School of Medicine). Pairwise associations between up‐regulated genes in *ApoE* knockout (KO) compared to WT (FDR < .05) were extracted from the STRING database^16^ with a combined score of > 400. Markov Clustering algorithm clustering was performed using ClusterMaker cystoscape pluggin.^17^ Clusters with more than four genes were submitted to Gene Ontology (biological process) enrichment analysis implemented in Panther^18^ with mouse whole genome as background.

Datasets have been deposited in NCBIGene Expression Omnibus and are accessible through GEO series number GSE207414.

### 2.4 *En face* of aorta and aortic root morphometric analysis

Atherosclerotic lesions were quantified by *en face* analysis of the whole aorta and by cross‐sectional analysis of the aortic root. For *en face* preparations, the aorta was opened longitudinally, from the heart to the iliac arteries. After that, the aorta (from the heart to the iliac bifurcation) was ‘pinned out’ on a white wax surface in a dissecting pan using .2 mm stainless steel pins. After overnight fixation with 4% paraformaldehyde and a rinse in phosphate‐buffered saline (PBS), the aortas were immersed for 1 h in a filtered solution containing .2% Oil‐Red O (ORO) and unstained in 80% ethanol. The aortic arch was defined as the segment between the aortic valve and the descending aorta (3−4 mm behind the left subclavian artery). The thoracic aorta was defined as the segment between the descending aorta and the renal arteries. The ORO‐stained aortas were photographed and used for quantification of atherosclerotic lesions.

Hearts containing aortic roots were meticulously dissected and frozen in optimal cutting temperature compound. Aortic roots were sectioned at 5 µm thickness beginning proximally at the first evidence of the aortic valves at their attachment site of the aorta. From 0 to the end of the aortic valves, sections were stained with ORO/haematoxylin at 100 µm intervals. The volume of atherosclerotic lesions was estimated by calculating the area under the curve for each condition. The maximal lesion area was calculated for each mouse by averaging the values for three sections. The necrotic core was measured as a percentage of the total plaque area and was defined as a clear area that was Masson's trichrome stain‐free. Boundary lines were drawn around these regions, and the area measurements were obtained by image analysis software. Fibrous cap thickness was quantified by choosing the largest necrotic core from the sections of the aortic root of animals included in the advanced model and taking a measurement from the thinnest part of the cap, determined by measuring the distance between the outer edge of the cap and the necrotic core boundary.^19^

Picrosirius red staining was performed for analysis of collagen content by measuring birefringence to plane‐polarized light.

### 2.5 LDL retention in vivo

Fluorescently labelled human LDL was prepared as described.^20^ In brief, human blood from healthy donors was collected in K3E EDTA‐containing tubes (455036, Vacuette). After centrifugation, plasma was collected, mixed with KBr and layered on a KBr density gradient column. The column was centrifuged at 256 000*g* for 18 h in an Optima L‐100 ultracentrifuge (Beckman). The 1.063 g/mL density layer containing LDL was collected, purified on a PD10 column (17085101, GE Healthcare) and conjugated to the fluorochrome Atto 565 *N*‐hydroxysuccinimide ester (72464, Sigma‐Aldrich).

Mice received intravenous injections of Atto565‐LDL (15 µg/g body weight). Approximately 20 h postinjection, animals were anesthetized and euthanized by overdose of 100 mg/kg ketamine and 15 mg/kg xylazine and saline perfused. After overnight fixing in 4% formaldehyde/PBS, hearts were cut into 5 µm pieces and mounted in glycerol on a microscope slide. Fluorescence images were acquired with a Zeiss LSM780 confocal microscope. Autofluorescence (background) was determined in two mice (of each genotype) not injected with Atto565‐LDL. ImageJ Fiji software was used to quantify the percentage of the aortic area positive for red fluorescence.

### 2.6 Adeno‐associated in vivo transduction

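The sequence targeted by the short hairpin RNA against *Anxa8*, AGGAGTGAGATTGACTTAAAT, was located in the mouse genome GRCm38 with the GENCODE M21 annotation. It matched chromosome 14 from 34097902 to 34097922 on the plus strand, in exon 11 of the 12 exons of Anxa8-201 and inside the coding sequence. Both annotated transcripts of *Anxa8* contained it, and no transcript of another gene matched it exactly.

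**Figure D1:**
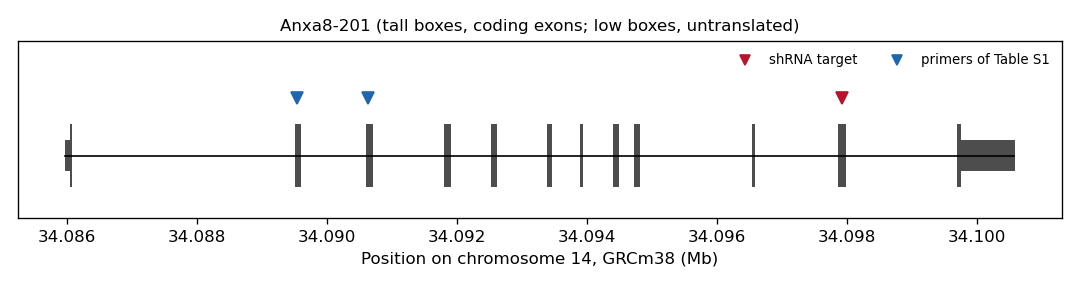
Exons of Anxa8-201 along chromosome 14 of GRCm38 (horizontal axis, position in Mb), with tall boxes for coding and low boxes for untranslated sequence. The red triangle marks the short hairpin RNA target in exon 11 and the blue triangles mark the primers of Table S1 in exons 2 and 3.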

Fifteen‐week‐old atheroprone *ApoE^−/−^* mice were given retro‐orbital injections of 1 × 10^11^ vector genome copies suspended in a total volume of 100 µL saline of pAAV2‐QuadYF‐Scramble‐EGFP (*N* = 8) or pAAV2‐QuadYF‐shAnxA8‐EGFP (*N* = 8) (Vectorbuilder). Target sequence AGGAGTGAGATTGACTTAAAT. After 1 week, mice were fed with HFD for 10 weeks. At the end of 10 weeks, mice were sacrificed and lipid analysis, transduced efficiency and atherosclerotic lesion analysis were performed.

### 2.7 Immunohistochemical analysis

Patients undergoing carotid endarterectomy who had carotid stenosis > 70% were included in the study for immunohistochemistry examinations. The area of the common carotid artery bifurcation was selected. Atherosclerotic plaques were collected at the time of the surgery. Informed consent was acquired prior to enrolment in all cases. In addition, healthy arteries were collected from deceased organ donors. Carotid samples were obtained with the authorization of the French Biomedicine Agency (PFS 09‐007, BBMRI network, BB‐0033‐00029). The study was performed in accordance with the principles outlined in the Declaration of Helsinki, and all participants gave written informed consent. A small portion of tissue from each sample was fixed in 3.7% paraformaldehyde for immunohistochemistry assessments. In addition, atherosclerotic plaques, as well as control carotid arteries, were placed in liquid N_2_ for later RNA extraction.

Immunohistochemical analysis was done as previously described.^21^ Primary Abs were the monocyte/macrophage marker CD68 (Ab53444; Abcam), and the smooth muscle cell marker smooth muscle actin (Clone 1A4; Sigma), endothelial marker CD31 (ab28364; Abcam), anti‐AnxA8 (Nbp3‐05654; NobusBio) and anti‐GFP (ab13970; Abcam). For human samples, anti‐AnxA8 (AF8105; R&D Systems) was used. Incubation without primary Abs and/or irrelevant species‐ and isotype‐matched immunoglobulins was used as a negative control for all immunostainings. Anti‐rat Alexa Fluor 488 and anti‐rabbit Alexa Fluor 488 or 543 were used as secondary Ab. For the detection of apoptosis, the TMR red‐labelled nucleotides (TUNEL) method was applied to the sections with an In Situ Cell Death Detection Kit TMR red according to the instruction (Roche Diagnostics). Image‐Pro Plus software was used to conduct computer‐assisted morphometric analysis (version 1.0 for Windows). The threshold setting for area measurement was equal for all images. Samples from each animal were examined in a blinded manner. Results were presented as the percentage of positive area versus total area (collagen, macrophages and α‐actin) or proportion of positive cells versus total cells (TUNEL).

### 2.8 Real‐time intravital imaging

Twelve‐week‐old *ApoE^−/−^AnxA8^+/+^* and *ApoE^−/−^AnxA8^−/−^* (*N* = 6 per group) were fed with HFD (4 weeks) to initiate atherosclerosis and induce recruitment of platelets and leukocytes to the carotid artery. Mice were anesthetized with ketamine/xylazine (100 and 10 mg/kg, respectively), injected with fluorescent tracers through the retro‐orbital venous sinus, their left and right common carotid arteries were exposed by surgical incision, and blood−cell interactions with the vessel wall were observed through an upright fluorescence macroscope (MacroFluo, Leica Microsystems) equipped with a thermostated heating plate and a 20X long distance objective, and connected to a sCMOS camera (Orca‐Flash‐4.0, Hamamatsu Photonics) for image acquisition using Metamorph software (Molecular Devices). Circulating platelets and leukocytes were stained with rhodamine‐6G (3 mg/kg mouse). Specific staining of platelets was achieved by injection of an Alexa 647‐conjugated rat monoclonal antibody to mouse GPIX (Emfret Analytics).

For the analysis of leukocyte interactions with the activated endothelium, mesenteric venules were exposed through a laparotomy and stimulated with calcium ionophore A23187 (10 µM) applied by superfusion, as described previously.^22^

Leukocyte rolling flux and the number of adherent leukocytes were determined by transillumination intravital microscopy and measured with ImageJ (National Institutes of Health). Cell adhesion was quantified by counting of adherent leukocytes in a 100 µm length. Rolling leukocyte was determined from the number of cells crossing a fixed line of venule per minute. Rolling velocity was calculated by measuring the distance covered by rolling cells divided by the time of rolling.

### 2.9 Cell culture

Murine aortic VSMCs were isolated from the aorta of *ApoE^−/−^AnxA8^+/+^* and *ApoE^−/−^AnxA8^−/−^* as previously described.^23^ Briefly, the aorta was carefully removed from the iliac arteries to the heart and immersed in PBS. Aortas were physically cleaned, cut into small pieces, and then enzymatically treated with 4 mg of collagenase per aorta (Sigma Life Science) in Dulbecco's minimum essential medium (DMEM)–F12 medium (Thermo Fisher Scientific) supplemented with 20% FBS. Then, cells were seeded in culture plaques and incubated for 5 days at 37°C. Murine aortic ECs (MAECs) were isolated from the aorta of *ApoE^−/−^AnxA8^+/+^* and *ApoE^−/−^AnxA8^−/^* ^−^ as previously described.^24^ Briefly, aortas were sectioned in small rings and incubated in DMEMF12 (Sigma) containing 1 mg/mL collagenase (type II, 290 U/mg), penicillin (100 U/mL), streptomycin (100 µg/mL) and glutamine (2 mmol/L) (Sigma) for 40 min at 37°C in 95% air/5% CO_2_. Then, the reaction was stopped with DMEM with 20% FBS, and cells were seeded in plastic culture flasks (Costar) previously coated with .5% sterile gelatin in DMEMF12 with 20% FBS, containing heparin (10 U/mL) and ECGF (100 U/mL). Cells were maintained in a humidified atmosphere of 5% CO_2_ in air at 37°C. After 5 days of incubation, primary ECs were selected from the culture by incubation with an anti‐mouse CD102 (BD Pharmigen 553326) antibody. Next, the secondary antibody associated with magnetic beads (Dynabeads anti‐rat IgG from CELLection) was incubated for 30 min with constant shaking. MAECs were seeded on plates previously treated with .5% gelatin. MAECs and VSMC were harvested for passaging at 2‐ to 3‐day intervals and used between the second and seventh passages.

For experiments using ox‐LDLs, LDLs from a pool of serum of healthy donors were obtained by ultracentrifugation and oxidized by incubation with 5 mM CuSO_4_ for 18 h at 37°C.

### 2.10 In vitro adhesion flow chamber assay

For cell adhesion experiments in flow conditions, MAECs from *ApoE^−/−^AnxA8^+/+^* and *ApoE^−/−^AnxA8^−/^* ^−^ aortas were seeded in perfusion chambers (Vena8 Endothelial+ biochips, Cellix) and grown under flow conditions (KIMA pump, Cellix) following the manufacturer instructions. Briefly, each microchannel of the biochip was coated overnight with 100 µg/mL of fibronectin (Promocell). After the coating period, cells were added in each microchannel and the biochip was placed at 37°C at 5% CO_2_ for 2 h before connection to the pump and then exposed to a continuous flow. After 24 h, MAECs were treated by flow perfusion of ox‐LDLs (100 µg/mL) in the medium for 18 h. The next day, blood from *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* animals was extracted by retro‐orbital capillarity to avoid platelet activation. Blood samples were incubated with a specific antibody to platelets (GPIX AF647). Subsequently, whole blood was perfused with an Exigo pump (Cellix) over the endothelium monolayer for 5 min at a venous shear stress of 2 dynes/cm^2^. Images were obtained from at least 10 different microscopic fields. The percentage of platelet adhesion was monitored and quantified by Image J.

### 2.11 In vitro static adhesion assay

MAECs from *ApoE^−/−^AnxA8^+/+^* and *ApoE^−/−^AnxA8^−/^* ^−^ were seeded and grown in a gelatin‐coated chamber slide (Lab‐Tek II) until confluency. Cells were starved for 18 h in FBS .5% serum before stimulation with ox‐LDL (100 µg/mL) for 4 h. Blood from *ApoE^−/−^AnxA8^+/+^* animals were drawn and peripheral blood mononuclear cells (PBMCs) were obtained by Histopaque gradient (1077/1119). PBMCs were counted and stained with Calcein (5 µM) for 30 min at room temperature (RT), and then washed twice. PBMCs (250 000 cells/well) were resuspended in DMEMF12 and added over the MAECs monolayer. After 20 min of incubation, the adhesion of PBMCs was evaluated by calcein expression over the endothelial monolayer (number of cells/per analysed field/10 field).

### 2.12 Lentiviral infection

For AnxA8 reconstitution in MAECs, lentiviruses expressing GFP (control) or mouse *Anxa8* mRNA were purchased from Applied Biological Materials. MAECs of *ApoE^−/−^AnxA8^−/−^* were infected at a multiplicity of infection (MOI) = 3 over 5 h. The medium was then replaced with fresh DMEMF12 supplemented with 10% FBS, and cells were cultured for 24 h, .2% serum‐starved for 24 h and stimulated with oxLDL (100 µg/mL) for 4 h. Then, PBMCs and adhesion protocol was carried out as previously described.

### 2.13 Cell immunofluorescence

MAECs were grown on gelatin‐coated coverslips, stimulated with oxLDL (100 µg/mL) for 4 h, fixed, permeabilized and stained with primary antibodies, anti‐CD31 (ab28364; Abcam), anti‐P‐selectin (550289; BD Pharmingen), anti‐E‐selectin (WC3190896; BD Pharmingen), and secondary antibodies Alexa Fluor 488. Then, nuclei were counterstained with DAPI, and images were acquired with a fluorescence microscope (Carl Zeiss). Mean fluorescence intensity was measured using Zeiss Zen imaging software.

### 2.14 Foam cell formation

Peritoneal macrophages were obtained from *ApoE*‐deficient or *ApoE/AnxA8*‐double deficient mice by peritoneal lavage 4 days after intraperitoneal injection of 3% (wt/vol) thioglycolate. Cells were cultured for 24 h in RPMI supplemented with 10% FBS, L‐glutamine and antibiotics and then stimulated for 24 h in a medium containing 1% FBS. Cells were then incubated with 10 µg/mL Dil‐ox‐LDL (Thermo Fisher Scientific) for different time points. Cells were fixed for 15 min in 4% paraformaldehyde and stained with DAPI. The percentage of foam cells was analysed in 5–10 randomly different fields per cell culture.

### 2.15 RT and real‐time PCR analysis

Human atherosclerotic tissues, aortic wall tissues from healthy human controls (.2 g for both) and total aorta from *ApoE* ^−/−^ or WT mice were snap‐frozen in liquid nitrogen, homogenates were resuspended in TRIzol buffer (Life Technologies) and total RNA was purified. Similarly, lysates from MAECs or VSMCs were resuspended in TRIzol, and total RNA was purified. Duplicate samples were quantified by determining absorbance at 260 nm. Real‐time PCR was performed on a TaqMan ABI 7700 Sequence Detection System using heat‐activated TaqDNA polymerase (Amplitaq Gold). After an initial hold of 2 min at 50°C and 10 min at 95°C, the samples were cycled 40 times at 95°C for 15 s and 60°C for 60 s. The expression of target genes was normalized to housekeeping transcript (18S/glyceraldehyde‐3‐phosphate dehydrogenase [*GADPH*]).

TaqMan probes *Vcam‐1* (Mm01320970_m1), *Icam‐1* (Mm00516023_m1), *Il‐6* (Mm00446190_m1), *Ccl2* (Mm00441242_m1) and Human *AnxA8* (Hs04190981) were purchased from Applied Biosystems and optimized according to the manufacturer's protocol. Mouse mRNA levels for *Anxa8, Cdkn1c, Pecam1, Selp, Sele, Acta2, Sm22, Klf4, Mmp9, Cd36, SRA, Abca1* and *Abcg1* were done by amplification of cDNA using SYBR Premix Ex TaqTM (Takara Biotechnology). 

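Table S1 of the supplement lists 13 primer pairs, or 26 primers. They were compared with the transcripts of GENCODE M21 for the mouse genome GRCm38. An exact match to a transcript of the named gene was found for 22 primers, and both primers matched for 10 pairs. The *Anxa8* forward primer, CGTCAGCGTGAAGGGTAGTTC, matched the coding sequence in exon 2 of Anxa8-201 (chromosome 14, 34089525 to 34089545). The reverse primer, CTTGGTGAGCAGTCTATGATG, differed from the closest stretch of this transcript, in exon 3 (chromosome 14, 34090623 to 34090644), by 1 inserted, deleted or substituted base, and the amplicon was 115 bp long. The SRA (*Msr1*) forward primer also differed from its gene by 1 base. Both *Cdkn1c* primers matched, with an amplicon of 118 bp in exons 2 and 3 (chromosome 7, 143459243 to 143459904). The primers listed for *Selp*, GAAAGGGCTGATTGTGACCCC and AGTAGTTCCGCACTGGGTACA, were 6 and 7 bases from the nearest *Selp* sequence. They matched exactly, in the coding part of exon 2, the transcript of *Selplg* (chromosome 5, 113819151 to 113819344), which encodes the P-selectin ligand, with an amplicon of 194 bp.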

The primer sequences are summarized in Table S1. All measurements were performed in triplicate. The 2ΔCT relative quantification method was used to assess the amount of target mRNA present in the samples. The values of each sample were calculated as multiples of their baseline values.

### 2.16 Western blot and ELISA

Cultured MAECs from different experimental conditions were collected and lysed in lysis buffer containing 50 mM Tris‐HCl pH 7.4, 150 mM NaCl, 2 mM EDTA, 2 mM EGTA, .2% Triton X‐100, .3% NP‐40, .2 mM PMSF, .2 mM Na_3_VO_4_ and pelleted.

Cell lysates were resuspended in an sodium dodecyl sulfate (SDS) sample buffer after adjusting for equal protein concentration and then separated by SDS‐PAGE, as previously described.^23^ After the proteins were transferred onto nitrocellulose membranes, the following antibodies were used to probe the membranes: AnxA8 (NBP3‐05654; Novus), phospho‐Akt (Ser473; #9271, Cell Signaling), Akt (#9272; Cell Signaling) and alpha‐tubulin (T5168; Sigma). Soluble concentrations of the adhesion molecules P‐selectin, E‐selectin, CD31 or proinflammatory cytokines CCL2 and CCL5 were measured in the culture medium or in the serum of mice by ELISA following the manufacturer's instructions (EMSELP and EMICAM1ALPHA, Thermo Fisher Scientific; ab204527, Abcam; DY478 and DY479, R&D Systems; respectively).

### 2.17 Statistical analysis

Data are presented as mean ± standard error of the mean (SEM) and the statistical significance of the differences was evaluated with the Student's *t*‐test or ANOVA Tukey's post‐hoc for multiple comparisons. Significance was accepted at the level of *p* < .05. Data analysis was performed using GraphPad Prism 6.0a software (GraphPad).

## 3 RESULTS

### 3.1 AnxA8 expression is upregulated in human and mice atherosclerotic plaques

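Aortas of 4 male *ApoE-/-* mice and 4 male WT mice, all 40 weeks old and fed chow, were each sequenced as one library of stranded, ribodepleted total RNA. The authors deposited, for each mouse, the number of read pairs counted on each gene, without normalization, together with the pairs that were assigned to no gene. The paper's text does not name the aligner, the counting program or the annotation behind these counts. In *ApoE-/-* mice, 23240995 to 23940156 read pairs were counted on genes (median 23576438.5), and in WT mice 18375898 to 21664598 (median 20669207.5), without overlap between the genotypes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The sum of all pairs in the files ranged from 67231818 to 72143353 in *ApoE-/-* mice and from 65355678 to 75627250 in WT mice, with overlap. Pairs counted on genes made up 33.4% ± 1.58 (SD, n = 4) of all pairs in *ApoE-/-* mice and 29.0% ± 1.16 (SD, n = 4) in WT mice. Counts were normalized with edgeR's TMM method, the 15077 genes kept by its low-count filter were tested with its quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over these genes. DESeq2, which the paper names for this comparison, was run on the same counts as an alternative. Expression is given as TMM-normalized CPM. *Apoe* (ENSMUSG00000002985.16, chromosome 7, 19696109 to 19699188 in GRCm38), the gene disrupted in *ApoE-/-* mice, had 14.7 to 36.3 CPM in the 4 *ApoE-/-* mice and 536 to 857 CPM in the 4 WT mice. Its log2 fold change was −4.83 (SE 0.37, edgeR adjusted p = 0.0141), so every library had the *Apoe* level of its labelled genotype.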

To unveil genes that are differentially expressed in atherosclerosis, mRNAs from the aortas of 40‐week‐old atherosclerosis‐prone *ApoE* ^−/−^ mice (*N* = 4) were compared with aortas of sex‐ and age‐matched WT mice (*N* = 4) fed with chow diet to avoid spontaneous plaque formation. 

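Principal components were computed from the log2 CPM of the 500 genes that varied most among the 8 aortas. The first component held 79.3% of the variance and its scores were not different between genotypes (two-sided exact permutation test over the 70 assignments, p = 0.486). Replicate 1 of the *ApoE-/-* mice lay at −66.0 on this component, the other *ApoE-/-* mice at 6.36 to 58.1 and the WT mice at −24.1 to 9.82. The second component held 12.8% of the variance and parted the genotypes, with *ApoE-/-* mice at −20.6 to −3.05 and WT mice at 8.61 to 18.7 (exact permutation test, p = 0.0286). Of the alternatives tried, only leaving out *ApoE-/-* replicate 1 parted the genotypes on the first component (71.8% of the variance, exact permutation test, p = 0.0286), and using all tested genes lowered its share of the variance most, to 55.4%. Pairs of WT libraries had Pearson correlations of log2 CPM across genes of 0.979 to 0.989 (6 pairs, median 0.984). Pairs of *ApoE-/-* libraries ranged from 0.849 to 0.971 (6 pairs, median 0.927), where the 3 pairs with replicate 1 reached at most 0.903 and the other 3 pairs at least 0.951. The 16 pairs of 1 *ApoE-/-* and 1 WT library ranged from 0.897 to 0.968. These correlations are across genes, which are not independent replicates.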

Reproducibility was high at the level of individual samples as evident from principal component analysis (Figure S1A). RNA‐Seq analysis revealed 743 genes differentially expressed in *ApoE* ^−/−^ mice, 483 up‐ and 260 down‐regulated (adjusted *p*‐value by FDR < .05; Figure S1B). 

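Of the 15077 genes tested with edgeR's quasi-likelihood F test, 70 had an adjusted p under 0.05, 56 of them higher and 14 lower in *ApoE-/-* mice. An unadjusted p under 0.05 was reached by 1713 genes. DESeq2 moved this result most among the alternatives that kept all 8 mice and genotype as the only factor. It was run without edgeR's low-count filter and gave an adjusted p to 16789 genes. Of these, 721 had an adjusted p under 0.05, 477 higher and 244 lower, and they included all 70 genes called by edgeR. Leaving out 1 mouse at a time, edgeR called between 0 and 593 genes. The values of all 4 *ApoE-/-* mice lay above or below those of all 4 WT mice for 1313 genes (8.71% of those tested, where chance gives 2.86%), 815 of them higher and 498 lower in *ApoE-/-* mice.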

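The pathways were examined with lists of marker genes, because the database behind a gene ontology analysis was not used here. Each list was tested with limma's camera on log2 CPM, with Benjamini-Hochberg adjustment over 21 lists. The inflammatory response list had 45 tested genes, of which 42 were higher in *ApoE-/-* mice, with a median log2 difference of 1.43 (adjusted p = 4.53e-28). The adaptive immune system list had 34 tested genes, all 34 of them higher, with a median log2 difference of 1.06 (adjusted p = 1.61e-23). The T cell list had 27 tested genes, 22 of them higher, with a median log2 difference of 0.56 (adjusted p = 5.11e-06). A list of macrophage genes had 25 tested genes, 23 of them higher, with a median log2 difference of 1.49 (adjusted p = 6.29e-19). Estimating the correlation between genes of a list, in place of a preset 0.01, moved these tests most and raised the adjusted p to 0.0999 for the inflammatory response and adaptive immune system lists, 0.161 for T cells and 0.188 for macrophages. The mean log2 CPM of a list was used as its score in each mouse. The score was 3.36 ± 0.40 (SD, n = 4) in *ApoE-/-* mice and 1.88 ± 0.16 (SD, n = 4) in WT mice for the inflammatory response, without overlap (two-sided exact permutation test, p = 0.0286). For the adaptive immune system it was 3.95 ± 0.33 against 2.78 ± 0.23 and for macrophages 6.43 ± 0.83 against 4.57 ± 0.19, also without overlap (exact permutation test, p = 0.0286 for each). For T cells it was 0.88 ± 0.27 against 0.33 ± 0.18, with 1 *ApoE-/-* mouse below 1 WT mouse (exact permutation test, p = 0.0571). Of the genes of these lists, edgeR called 8, 4, 0 and 4 for the inflammatory response, adaptive immune system, T cells and macrophages over all genes tested. DESeq2 called 28, 16, 2 and 18 in the same order. Adjusted within each list alone, edgeR's calls were 33, 24, 2 and 22 in the same order.

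**Figure D2:**
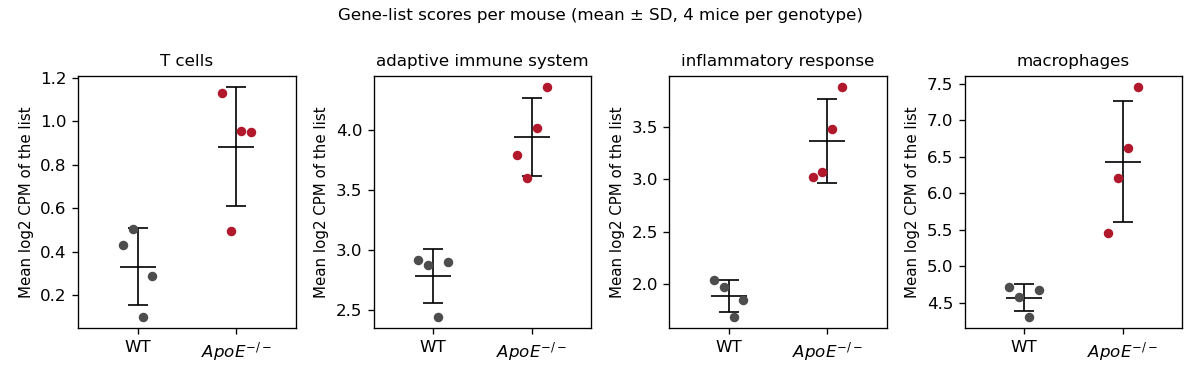
Mean log2 CPM of the genes of each list (vertical axis) in 4 WT and 4 *ApoE-/-* mice, 1 point per mouse, with the mean and SD of each genotype. The inflammatory response scores were 3.02 to 3.88 in *ApoE-/-* mice and 1.68 to 2.04 in WT mice, and the T cell scores of the 2 genotypes overlapped.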

As expected, gene ontology‐enriched analysis revealed T cell differentiation, the adaptive immune system and inflammatory response as the major pathways upregulated in the aorta of *ApoE*‐deficient versus WT mice (Figure S1C). Among the differentially regulated transcripts, we identified many genes that have been previously associated with atherosclerotic plaque development, including chemokines such as *Ccl2* and *Cx3cl1*, interleukins such as *IL‐6*, metalloproteinases or their inhibitors such as *Mmp12, Mmp13* and *Timp1*, or the proto‐oncogene *Fgr* (Figure 1A−C). 

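*Timp1* (ENSMUSG00000001131.11) had 72.7 ± 32.0 CPM (SD, n = 4) in *ApoE-/-* mice and 7.08 ± 1.25 CPM in WT mice, a log2 fold change of 3.36 (SE 0.35, edgeR adjusted p = 0.0353). Its locus overlaps *Syn1* on the opposite strand. *Fgr* had 8.63 ± 2.68 CPM against 1.24 ± 0.45 CPM, a log2 fold change of 2.79 (SE 0.35, edgeR adjusted p = 0.0355). *Mmp12* reached 74.4 ± 54.6 CPM in *ApoE-/-* mice against 1.31 ± 0.55 CPM in WT mice, a log2 fold change of 5.82 (SE 0.85, edgeR adjusted p = 0.0396). For *Mmp13*, 3 of the 4 WT libraries had 3 counts or fewer, and its log2 fold change of 6.51 (SE 0.99, edgeR adjusted p = 0.0438) rested on 9.37 ± 9.62 CPM in *ApoE-/-* mice. *Cx3cl1* had 53.2 ± 35.5 CPM in *ApoE-/-* mice and 16.4 ± 2.86 CPM in WT mice. Its log2 fold change of 1.70 (SE 0.42) did not pass the threshold in edgeR (adjusted p = 0.120), although no *ApoE-/-* value overlapped a WT value, and it did so in DESeq2 (adjusted p = 0.00288).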

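Genes to describe were those with the 10 smallest p in each direction and the 10 largest changes, among genes with an adjusted p under 0.05 whose genotypes did not overlap. *Clec4e* had the smallest p among the higher genes (edgeR adjusted p = 0.017). All 4 of its WT libraries held 3 counts or fewer, so the size of its change is uncertain. Its 4 *ApoE-/-* libraries averaged 1.37 ± 0.40 CPM (SD, n = 4). It was followed by *Prg4*, with a log2 fold change of 2.57 (SE 0.26, edgeR adjusted p = 0.0353), and after *Timp1* by *Serpina3n*, with 259 ± 100 CPM in *ApoE-/-* mice and 41.5 ± 10.3 CPM in WT mice. *Saa3*, with 3 of 4 WT libraries at 3 counts or fewer, had a log2 fold change of 6.32 (SE 0.75, edgeR adjusted p = 0.0355). Among the lower genes, *Apoe* was followed by *Cry1*, with 9.17 ± 0.52 CPM in *ApoE-/-* mice and 24.2 ± 5.05 CPM in WT mice (edgeR adjusted p = 0.0355). Next came *Gm45844*, with a log2 fold change of −2.84 (SE 0.35, edgeR adjusted p = 0.0355). It lies on chromosome 7 and overlaps *Vmn2r29* on the same strand. How read pairs in this overlap were counted was not examined. *Ccdc61* had a log2 fold change of −1.10 (SE 0.14, edgeR adjusted p = 0.0379) and *Slc1a5* of −1.28 (SE 0.19, edgeR adjusted p = 0.0396), and both lie within 10 Mb of *Apoe*. The rule also selected genes not described further here. These were *Ifi209*, *Gpr35*, *Fcgr1* and *Cx3cr1* among the higher genes and *Rbm3*, *Corin*, *Rbp7* and *Npr3* among the lower. By size of change they were *Grin2a*, *Crabp2*, *Itgax*, *Trem2* and *Cd300lf*.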

Additionally, we also found several up‐ or down‐regulated genes whose role during atherosclerosis progression has not been previously characterized. To confirm the results obtained in RNA‐Seq, a panel of four genes differentially expressed in atherosclerotic aorta were independently validated by qRT‐PCR in a new set of aortas isolated from both *ApoE^−/−^* and WT mice. 

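*Anxa8* (ENSMUSG00000021950.15) lies on chromosome 14 of GRCm38 from 34085981 to 34100571. It had 371, 446, 1110 and 792 counts in *ApoE-/-* replicates 1 to 4 and 102, 62, 52 and 88 counts in WT replicates 1 to 4. In CPM this was 29.3 ± 15.1 (SD, n = 4) against 3.67 ± 0.92, a log2 fold change of 3.00 (SE 0.40, edgeR adjusted p = 0.038). The lowest *ApoE-/-* value was 15.1 CPM and the highest WT value 4.68 CPM (two-sided exact permutation test, p = 0.0286). By edgeR's unadjusted p, *Anxa8* ranked 19 among the genes higher in *ApoE-/-* mice, and by DESeq2's it ranked 14 (adjusted p = 7.59e-11). Leaving out 1 mouse at a time gave log2 fold changes of 2.64 to 3.21, and in 7 of these 8 fits the edgeR adjusted p was above 0.05. In DESeq2 fits to the same sets of 7 mice, added after seeing the data, the adjusted p was at most 1.21e-07. A gene on the opposite strand, *A630023A22Rik*, overlaps *Anxa8*. Of the 10 annexins tested, *Anxa8* alone had an edgeR adjusted p under 0.05. In DESeq2, *Anxa2* passed this threshold too (adjusted p = 0.0285). *Il6* (ENSMUSG00000025746.11) had 4.71 ± 1.67 CPM in *ApoE-/-* mice against 0.153 ± 0.146 CPM in WT mice, where 2 of 4 libraries held 3 counts or fewer, a log2 fold change of 4.87 (SE 0.71, edgeR adjusted p = 0.0396). *Ccl2* (ENSMUSG00000035385.5) had 5.84 ± 1.45 CPM against 1.31 ± 0.26 CPM, a log2 fold change of 2.15 (SE 0.25, edgeR adjusted p = 0.0355). *Cdkn1c* (ENSMUSG00000037664.13) fell from 36.4 ± 7.04 CPM in WT mice to 15.2 ± 2.14 CPM in *ApoE-/-* mice, a log2 fold change of −1.26 (SE 0.16, edgeR adjusted p = 0.0379). From the sequencing and the qRT-PCR of a new set of aortas (Figure 1D), the paper went on to locate the protein in the aortic sinus (Figure 1E).

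**Figure D3:**
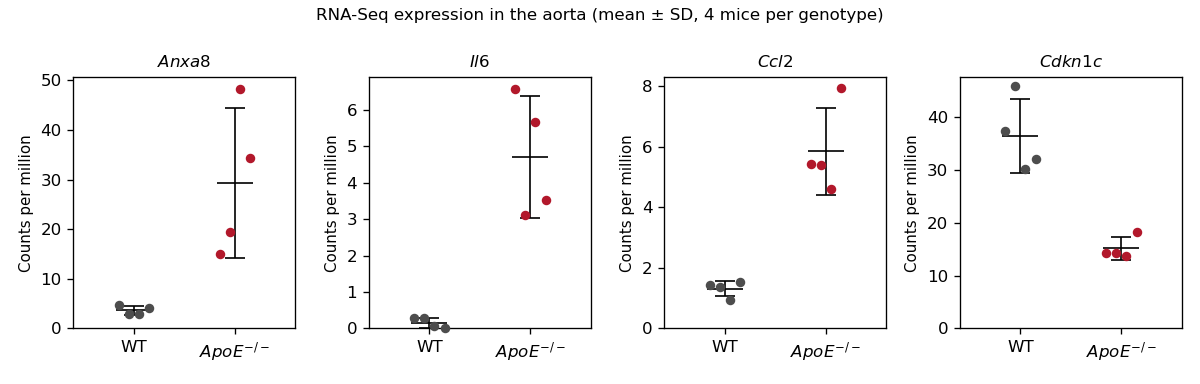
TMM-normalized CPM (vertical axis, from 0) of *Anxa8*, *Il6*, *Ccl2* and *Cdkn1c* in 4 WT and 4 *ApoE-/-* aortas, 1 point per mouse, with the mean and SD of each genotype. The *ApoE-/-* values of *Anxa8* lay between 15.1 and 48.4 CPM, all above the WT mice.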

In line with the data obtained in RNA‐Seq, *AnxA8*, *IL‐6* and *Ccl2* were significantly up‐regulated and *Cdkn1c* was down‐regulated in aortas of *ApoE^−/−^* mice compared with those from WT mice (Figure 1D), with *AnxA8* being one of the most significantly up‐regulated genes in both RNA‐Seq and qRT‐PCR analysis (Figure 1A−D).

**FIGURE 1:**
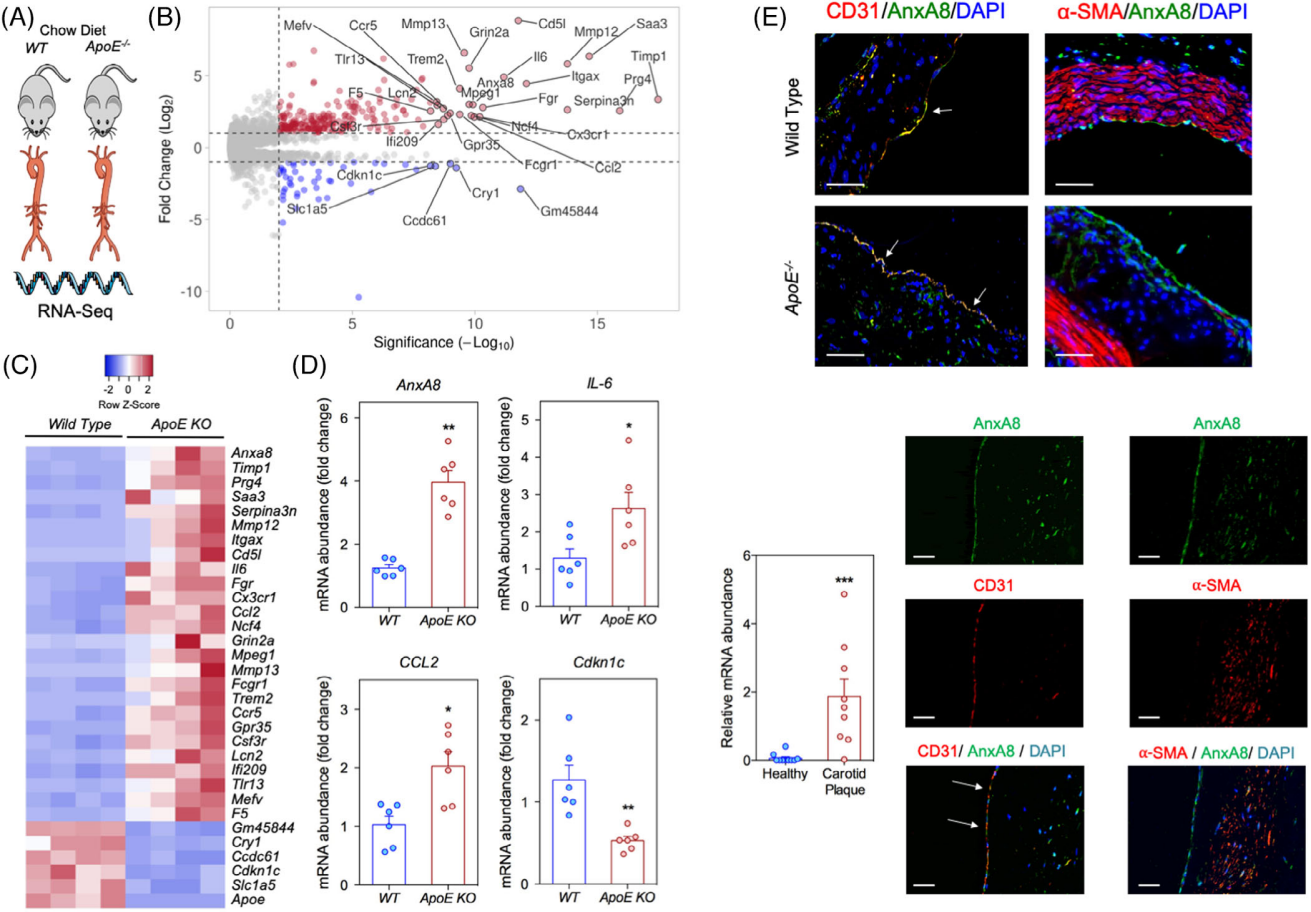
AnxA8 expression is upregulated in human and mice atherosclerotic plaques. (A) through (C), RNA‐Seq analysis of aortas from four *ApoE^−/−^* mice with four WT mice (40‐week‐old male mice). (B) Volcano plot showing the 15 643 expressed genes. Significantly differentially expressed genes are depicted in red (upregulated) or blue (downregulated) colour (‐adjusted *p‐*value < .01 and Log_2_ fold change > 1). The dashed lines indicate fold change and *p*‐value significance threshold. The names indicated belong to the 30 genes with the largest statistically significant difference. (C) Heat map representing of 30 genes with the largest statistically significant difference between wild‐type and *ApoE^−/−^* mice. *N* = 4 animals per group. (D) Validation by RT‐qPCR of selected genes identified by RNA‐Seq. Relative *AnxA8, CCL2, IL‐6* and *Cdkn1c* mRNA expression levels normalized to *GAPDH* mRNA expression of WT (*N* = 6) or *ApoE^−/−^* (*N* = 6) aortas. Data represent mean ± SEM. Student's *t*‐test. * *p* < .05 versus WT and ** *p* < .01 versus WT. (E) Immunostaining of AnxA8 (green) and its colocalization with ECs marker CD31 (red), and VSMCs marker α‐SMA (red) in aortic root sections of WT or *ApoE^−/−^* mice. Scale bar, 50 µm. (F) mRNA expression of *AnxA8* in human carotid atherosclerotic plaques (*N* = 9) or healthy aortas (*N* = 10) and immunofluorescence staining of CD31, AnxA8 and α‐SMA in human atherosclerotic plaques. Data represent mean ± SEM. Student's *t*‐test. *** *p* < .001 versus healthy. Scale bar, 50 µm.

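With the thresholds of the volcano plot, an adjusted p under 0.01 and an absolute log2 fold change above 1, edgeR's quasi-likelihood F test called 0 of the 15077 genes (1713 genes had an unadjusted p under 0.05). DESeq2 called 311 of the 16789 genes to which it gave an adjusted p.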

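In the volcano plot (Figure 1B), 31 gene names can be read, 26 beside higher and 5 beside lower genes. All 31 changed in the plotted direction in the deposited counts, with no overlap between the 4 *ApoE-/-* and the 4 WT mice. They were labelled for their significance in these same libraries, so this is a check of the counts and not independent evidence. In edgeR's quasi-likelihood F test, 30 of the 31 had an adjusted p under 0.05, between 0.0353 and 0.0523 over all 31, and *Cd5l* was the exception (log2 fold change 8.79, SE 1.42, 115 ± 117 CPM (SD, n = 4) in *ApoE-/-* mice and 0.251 ± 0.113 CPM in WT mice). DESeq2's adjusted p of the 31 genes was at most 1.09e-08. Among the 30 genes with the smallest p, edgeR placed 20 of the 31 and DESeq2 placed 28.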

Immunohistochemistry analysis of the aortic sinus showed that AnxA8 colocalized with the EC marker CD31 in WT mice (Figure 1E). AnxA8 was expressed mainly in ECs in atherosclerotic plaques from *ApoE^−/−^* mice (Figure 1E and Figure S2). In line with the results obtained in the murine model, human carotid atherosclerotic plaques also showed significantly higher *AnxA8* mRNA expression compared with healthy arteries (Figure 1F), and AnxA8 co‐localized markedly with CD31 and α‐SMA in human atherosclerotic plaques (Figure 1F and Figure S2).

### 3.2 Germline *AnxA8* deficiency attenuates the progression of atherosclerosis

To analyse the contribution of AnxA8 in the progression of atherosclerosis, we bred *AnxA8^−/−^* mice with the atheroprone mouse model, *ApoE^−/−^*, to generate *ApoE^−/−^AnxA8^−/−^* mice. *ApoE^−/−^AnxA8^−/−^* animals and the corresponding *ApoE^−/−^* littermates were fed an HFD for 4 weeks (early lesions) or 12 weeks (advanced lesions) (Figure 2A). No differences were observed in body weight or serum cholesterol, triglycerides, HDL‐c or LDL‐c concentrations between the different groups (Figure S3). We assessed the atherosclerotic lesions in the entire aorta by *en face* staining with ORO to visualize lipid‐laden atherosclerotic plaques. In early lesions, we found a 78% reduction of the *en face* aortic arch lesion area in *ApoE^−/−^AnxA8^−/−^* mice compared to *AnxA8^+/+^* mice (Figure 2B). In addition, a marked reduction was observed in the atherosclerotic lesion size and volume at the aortic root *ApoE^−/−^AnxA8^−/−^* mice compared with *AnxA8^+/+^* mice (≈ 70% reduction for both; Figure 2D−F, respectively). The advanced model also displayed a significantly reduced *en face* lesion area in both the aortic arch and thoracic aorta (≈ 60% reduction for both; Figure 2C), and a reduced plaque size and volume (≈ 50% reduction for both; Figure 2H−J, respectively).

**FIGURE 2:**
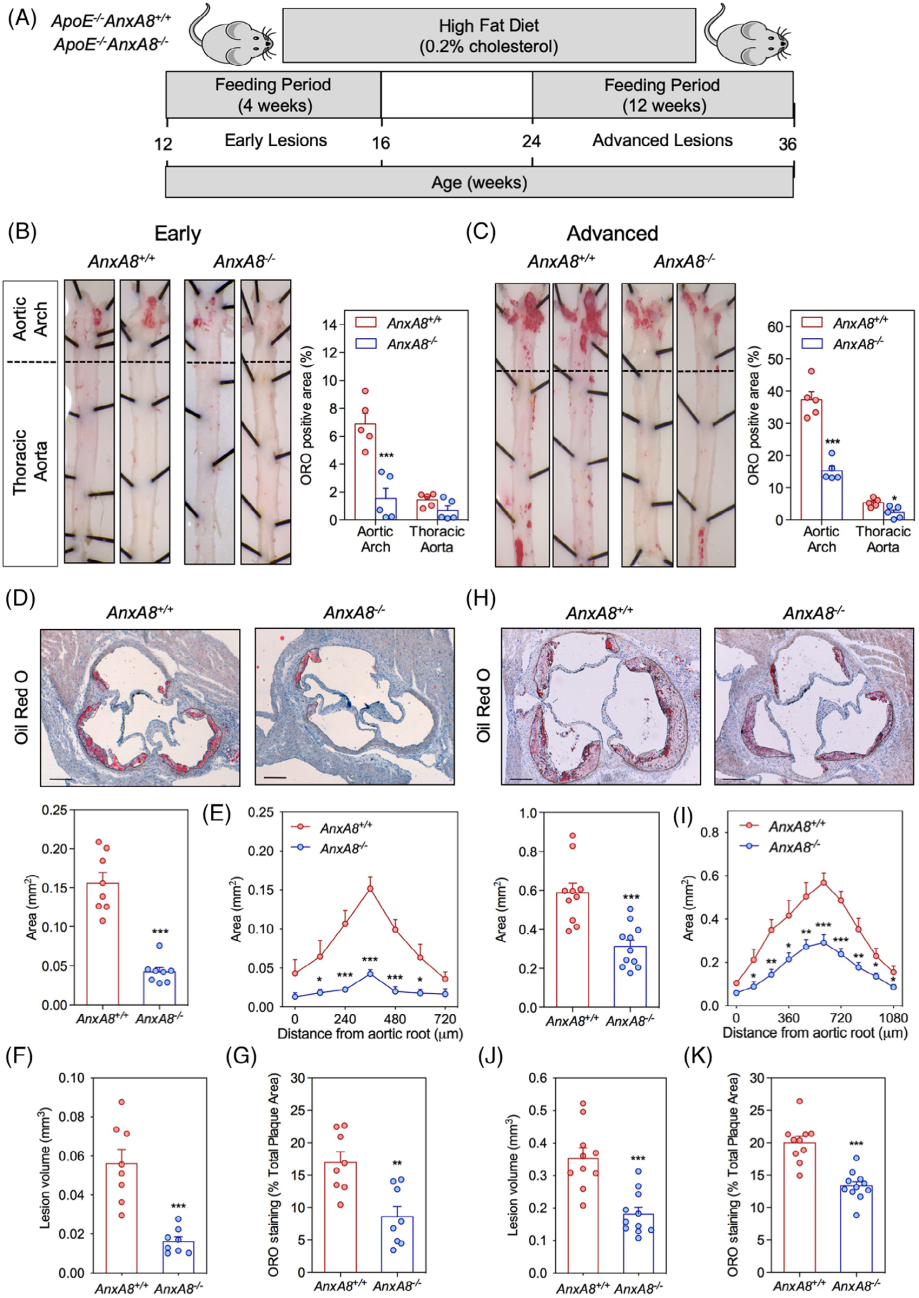
Germline *AnxA8* deficiency attenuates atherosclerosis progression. (A) Work flow for generation of early and advanced atherosclerotic lesions in *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/^* ^−^ mice fed with a high‐fat diet. (B) Representative pinned‐out *en face* aorta preparations and quantification of atherosclerosis from 16 (early lesions) or (C) 36 (advanced lesions) weeks‐old mice stained with ORO. Data represent mean ± SEM of five animals per group. Student's *t*‐test. * *p* < .05 versus *ApoE^−/−^AnxA8^+/+^* and *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (D) Representative ORO/haematoxylin staining and quantification of maximal lesion area in the aortic root of 16 (early lesions) weeks‐old mice. Data represent mean ± SEM of 8–11 animals per group. Student's *t*‐test. *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. Scale bars, 200 µm. (E) Quantification of atherosclerotic lesion area along aortic root in 16 (early lesions) weeks‐old mice. (F) The volume of atherosclerotic lesions was estimated by calculating the area under the curve for each condition. Data represent mean ± SEM of eight animals per group. Student's *t*‐test. * *p* < .05; *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (G) Quantification of ORO in the aortic root from 16 weeks‐old *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice. Data represent mean ± SEM of eight animals per group. Student's *t*‐test. ** *p* < .01 versus *ApoE^−/−^AnxA8^+/+^*. (H) Representative ORO/haematoxylin staining and quantification of maximal lesion area in the aortic root of 36 (advanced lesions) weeks‐old mice. Data represent mean ± SEM of 10–11 animals per group. Student's *t*‐test. *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. Scale bars, 200 µm. (I) Quantification of atherosclerotic lesion area along aortic root in 36 (advanced lesions) weeks‐old mice. (J) The volume of atherosclerotic lesions was estimated by calculating the area under the curve for each condition. Data represent mean ± SEM of 10–11 animals per group. Student's *t*‐test. * *p* < .05; ** *p* < .01*** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (K) Quantification of ORO in the aortic root from 36 weeks‐old *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice. Data represent mean ± SEM of 10–11 animals per group. Student's *t*‐test. *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*.

The composition of the lesion, rather than the size of the plaque, determines the likelihood of its rupture. Whereas collagen fibres stabilize atherosclerotic plaques, lipid depositions make plaques more prone to rupture.^25^ We observed a marked reduction in lipid deposition in the aortic wall of *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice in both the early (50% reduction; Figure 2D,G) and the advanced model (34% reduction; Figure 2H,K). Macrophage foam cell formation as a result of the excess of lipid deposition is a critical step in atherosclerotic plaque development.^26^ Since we have observed that AnxA8‐deficient mice showed atheroma plaques with lower lipids content, we next evaluated whether AnxA8 regulates macrophages cholesterol metabolism. The reduced lipid accumulation in *ApoE^−/−^AnxA8^−/−^* macrophages could be an outcome of either reduced uptake of LDL, via scavenger receptors SR‐A and CD36, or increased cholesterol efflux, through ATP‐binding cassette transporters ABCA1 and ABCG1.^27^, ^28^ To this end, mice peritoneal macrophages were incubated with ox‐LDL, TNF‐α or INF‐γ during 24 h. We observed no differences in *Cd36*, *SR‐A*, *Abca1* or *Abcg1* mRNA expression between *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/^* ^−^ macrophages (Figure S4A). In addition, peritoneal macrophages were incubated with fluorescently labelled Dil‐ox‐LDL (10 µg/mL; 2–6 h) and assessed lipid content by fluorescence incorporation. We observed no differences in lipid accumulation between *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/^* ^−^ macrophages (Figure S4B). These data indicate that AnxA8 may not be involved with lipid metabolism in macrophages.

Since LDL retention in the arterial wall is one of the key processes in atherosclerosis progression, we performed in vivo LDL retention experiments to analyse whether AnxA8 deficiency affects lipoprotein retention. We examined the accumulation of fluorescently labelled exogenous human LDL within atherosclerotic plaques of the aortic root in intravenous injected *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice that had been fed an HFD for 1 week. Atto565‐LDL content was quantified 20 h postinjection, at which time exogenous human LDL is cleared from the circulation.^20^ Atherosclerotic lesions of *ApoE^−/−^AnxA8^−/^* ^−^ showed reduced LDL retention compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure 3A).

**FIGURE 3:**
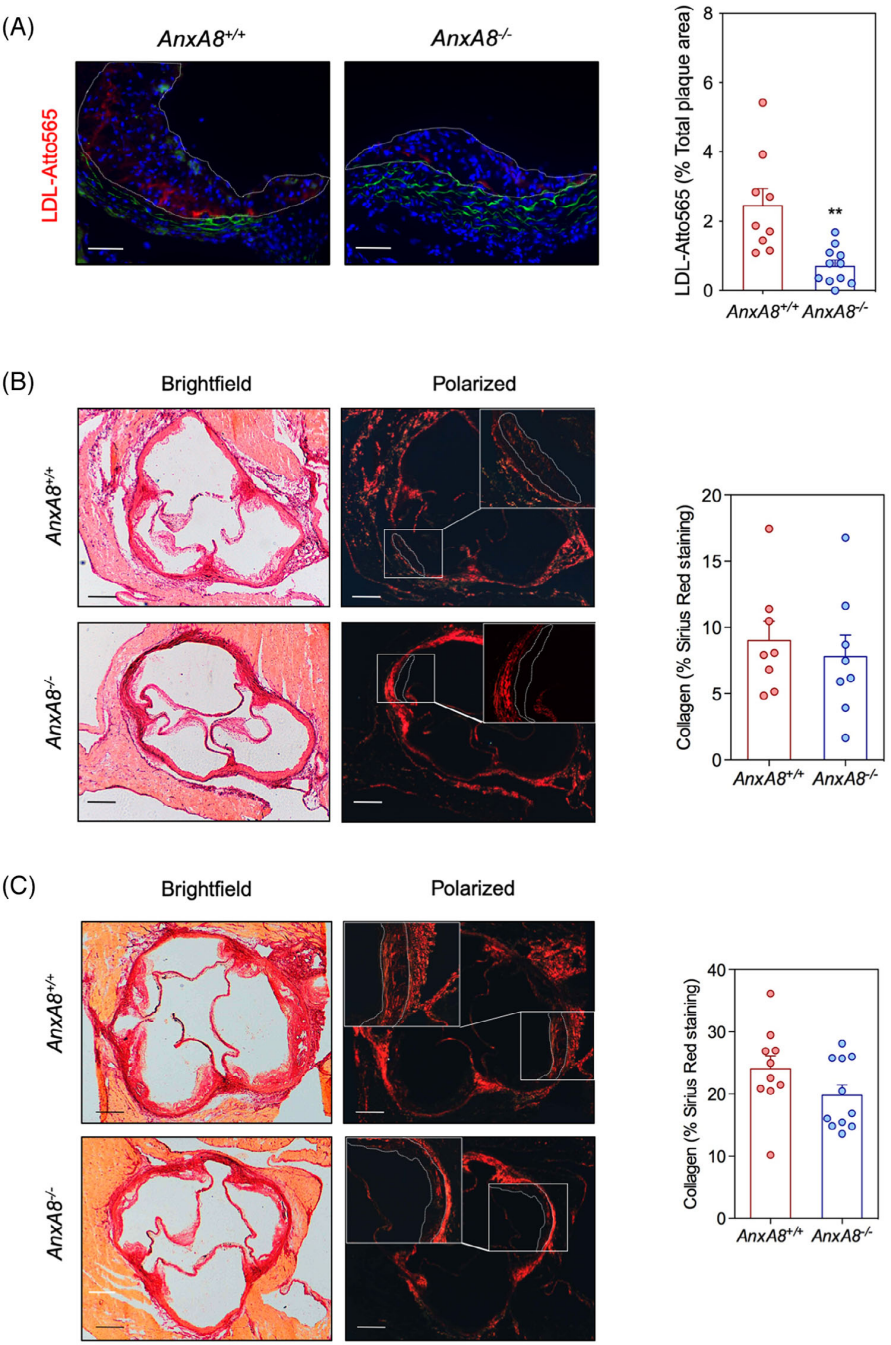
Germline *AnxA8* deficiency decreases LDL retention in atherosclerotic lesions. (A) Representative images and quantitative analysis of Atto565‐LDL retention in the aortic root of *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice after 20 h intravenous injection of LDL. Data represent mean ± SEM of 9–11 animals per group. Student's *t*‐test. ** *p* < .01. (B) Representative Sirius Red staining in the aortic root from 16 weeks‐old *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice. Quantification of the positive area is shown in the right panel. Scale bars, 200 µm. Data represent mean ± SEM of eight animals per group. (C) Representative Sirius Red staining in the aortic root from 36 weeks‐old *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice. Quantification of the positive area is shown in the right panel. Scale bars, 200 µm. Data represent mean ± SEM of 10–11 animals per group.

We further characterized atherosclerotic plaques by analysing markers of inflammation and lesion stability. Collagen content was similar in atherosclerotic lesions present in the aortic root of both genotypes, in the early (Figure 3B) and in the advanced model (Figure 3C). Analysis of atheroma also revealed decreased accumulation of CD68^+^ cells, without affecting smooth muscle cell content in early and advanced lesions of *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure 4A,B; respectively). In addition, a significant increase in the thickness of the fibrous cap and a reduction in plaque necrosis were observed in advanced plaques from *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure 4C). Increased numbers of TUNEL‐positive cells were present in advanced lesions from *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure 4D). *AnxA8* ^−/−^ mice showed a decrease in overall plaque complexity, as measured by Stary scoring,^29^ with an increase in class II lesions compared to AnxA8^+/+^ mice, at the expense of class IV and V lesions (Figure 4E and Figure S5).

**FIGURE 4:**
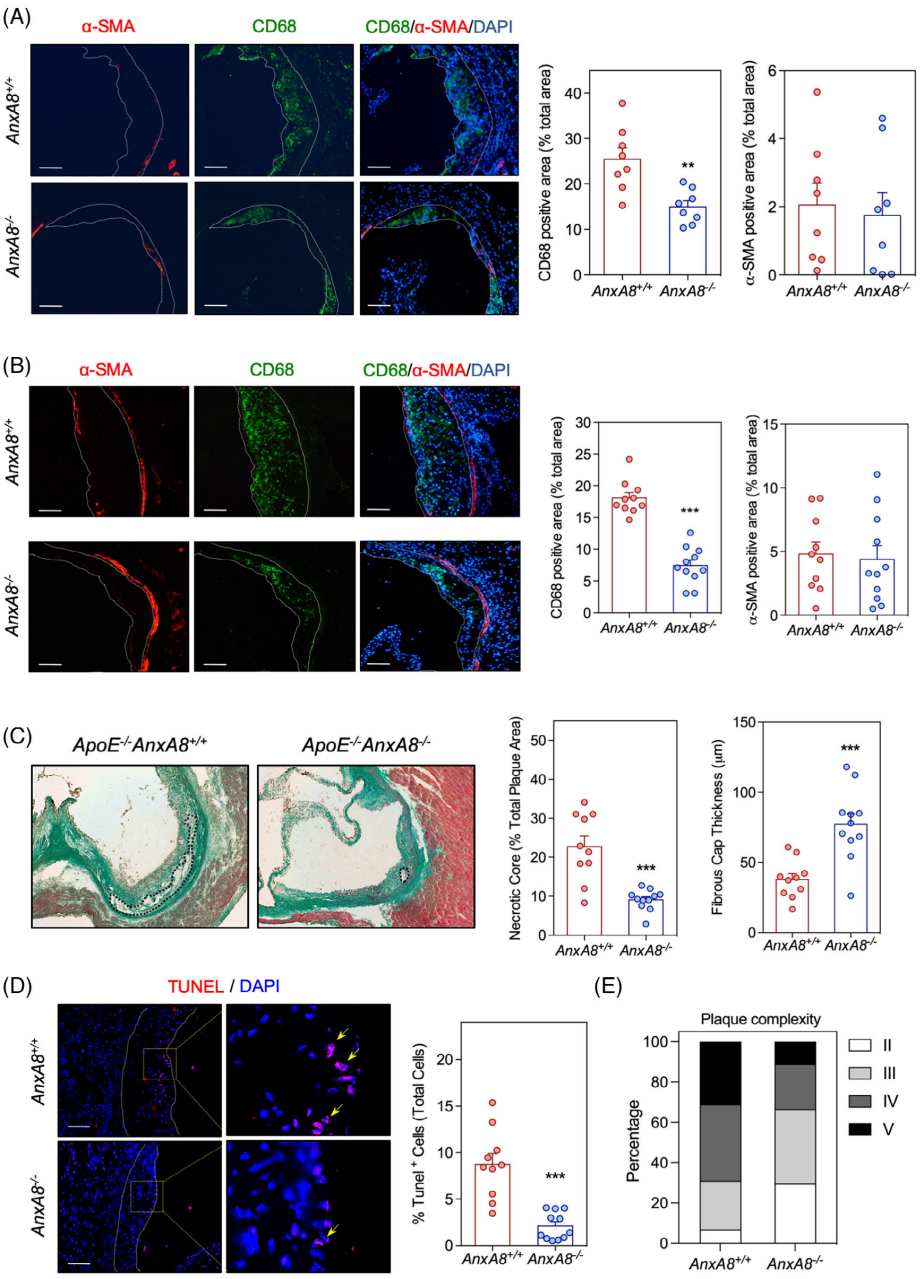
Germline *AnxA8* deficiency increases atherosclerotic plaque stability. (A) Representative histological analysis of cross‐sections of the aortic sinus from 16 (early lesions) or (B) 36 (advanced lesions) weeks‐old *ApoE^−/−^AnxA8^+/+^* and *ApoE^−/−^AnxA8^−/^* ^−^ mice stained with CD68, α‐SMA and DAPI. Quantification of macrophages or VSMCs content are shown in the panels below. Scale bars, 50 µm. Data represent mean ± SEM of 8–11 animals per group. Student's *t*‐test. ** *p* < .01 and *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (C) Representative histological analysis of cross‐sections of the aortic sinus stained with Masson's trichrome from 36 weeks‐old *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/^* ^−^ mice. Means of the necrotic core area and fibrous cap (FC) thickness calculated from Masson's trichrome–stained aortic cross‐sections were quantified and are shown (*N* *= *10 mice per group). Dashed lines indicate the boundary of the developing necrotic core (plaque acellular area). Scale bars, 100 µm. Student's *t*‐test. *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (D) Representative histological analysis of cross‐sections of the aortic sinus stained with TUNEL. Quantification of TUNEL‐positive nuclei is shown in the graph on the right. DAPI was used to stain the nuclei. Scale bars, 50 µm. Data represent mean ± SEM of 10–11 animals per group. Student's *t*‐test. *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (E) Histological classification of aortic root plaques complexity in the advanced model according to Stary's grading: II, early lesions (foam cells, SMCs, intracellular lipid accumulation); III, moderate lesions (foam cells, SMCs, pools of extracellular lipids); IV, atheroma (foam cells, SMCs, large pools of extracellular lipids, necrotic core); V, fibroatheroma (foam cells, SMCs, large pools of extracellular lipids, large irregular necrotic core).

Since the phenotypic switch of vascular cells also plays an important role in atherosclerosis progression, we examined whether *AnxA8* deficiency influences VSMCs phenotype. mRNA expression of *Klf4* and *Mmp9*, synthetic VSMCs phenotype markers, were downregulated in the aorta of *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure S6A). By contrast, mRNA expression of *Acta2*, a VSMCs contractile marker, was upregulated in the aorta of *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure S6A).

To confirm that AnxA8 is involved in the phenotypic switch of VSMCs, cells were incubated in the presence of ox‐LDL or proinflammatory cytokines, and phenotype markers were analysed in a time‐dependent manner. TNF‐α, INF‐γ or ox‐LDL decreased *Acta2* mRNA expression in VSMCs (Figure S6B). *Mmp9* mRNA expression was also increased by ox‐LDL or TNF‐α. However, INF‐γ did not alter *Mmp9* mRNA expression in VSMCs. No differences were observed between VSMCs from *ApoE^−/−^AnxA8^−/−^* or *ApoE^−/−^AnxA8^+/+^* mice (Figure S6B). Our data may indicate that AnxA8 is not involved in the phenotypic switching of VSMCs and that the results observed in vivo may be related to the microenvironment within atherosclerotic plaques rather than to AnxA8 deficiency.

Finally, serum levels of proinflammatory cytokines CCL2 and CCL5 were reduced in *ApoE^−/−^AnxA8^−/−^* mice compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure S7). Collectively, these results demonstrate that AnxA8 deficiency attenuates plaque progression, promotes plaque stability and reduces systemic inflammation in atheroprone mice.

### 3.3 *AnxA8* deficiency in hematopoietic cells does not affect atherosclerosis progression

To analyse the contribution of AnxA8 deficiency in the hematopoietic compartment on atherosclerosis progression, *ApoE^−/−^* mice were lethally irradiated and transplanted with BM from *ApoE^−/−^AnxA8^−/^* ^−^ or *ApoE^−/−^AnxA8^+/+^* donor mice. After 1 month of BM reconstitution, mice were fed an HFD for 12 weeks (Figure 5A). No differences were observed in body weight or cholesterol concentrations between the different groups after transplantation (Figure 5B,C). When we analysed the atherosclerotic burden by *en face* in the aorta and lesion size or volume in the aortic root, no statistically significant differences could be found between *ApoE* ^−/−^ transplanted with hematopoietic cells from *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice (Figure 5D−F). Furthermore, ORO and collagen content (Figure 5G,H) as well as CD68 and α‐SMA positive area of the lesions (Figure S8) were similar between both groups of mice. Overall, these data indicate that leukocyte AnxA8 does not influence the progression of established lesions.

**FIGURE 5:**
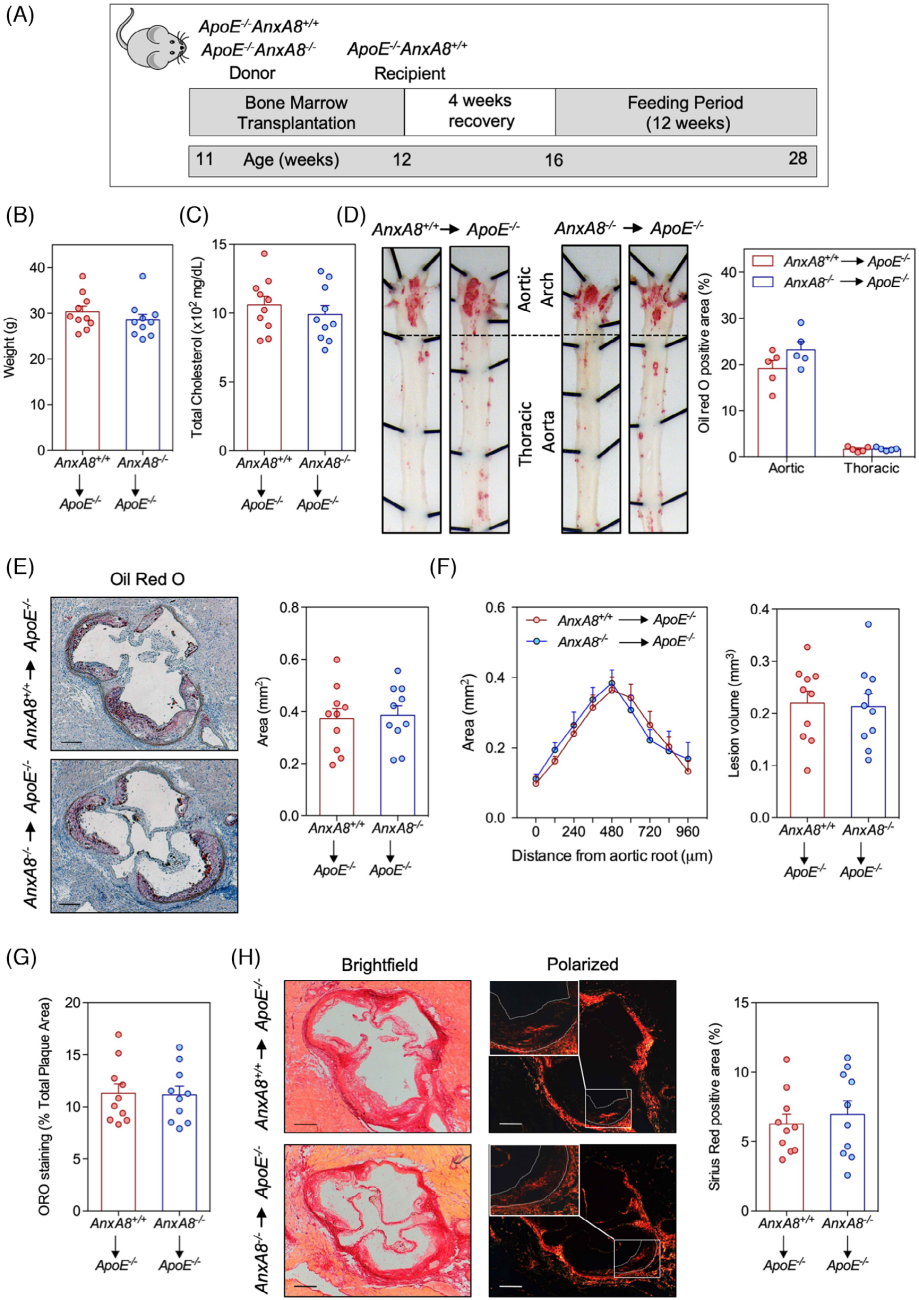
Hematopoietic *AnxA8* deficiency does not prevent atherosclerosis progression. (A) Work flow for generation of *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM. (B) Weight and (C) serum cholesterol concentrations of *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM after 12 weeks on HFD (mean ± SEM; *n* = 10 per group). (D) Representative pinned‐out *en face* aorta preparations and quantification of atherosclerosis from *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM stained with ORO after 12 weeks on HFD. Data represent mean ± SEM of five animals per group. (E) Representative ORO/haematoxylin staining and quantification of maximal lesion area in the aortic root of *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM after 12 weeks on HFD. Data represent mean ± SEM of 10 animals per group. Scale bars, 200 µm. (F) Quantification of atherosclerotic lesion area along aortic root in *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM after 12 weeks on HFD. The volume of atherosclerotic lesions was estimated by calculating the area under the curve for each condition. Data represent mean ± SEM of 10 animals per group. (G) Quantification of ORO in the aortic root from *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM after 12 weeks on HFD. Data represent mean ± SEM of 10 animals per group. (H) Representative Sirius Red staining in the aortic root from *ApoE^−/−^* chimeras with *AnxA8^+/+^* or *AnxA8^−/−^* BM after 12 weeks on HFD. Quantification of the positive area is shown in the right panel. Data represent mean ± SEM of 10 animals per group. Scale bars, 200 µm.

### 3.4 Endothelial AnxA8 regulates platelet adhesion in atheroprone mice

Since our results indicated that AnxA8 deficiency in hematopoietic cells does not play a significant role in atherosclerosis, we next analysed AnxA8 expression in resident cells, specifically VSMCs and ECs. Treatment with ox‐LDL, the most common form of modified LDL in atherosclerotic plaques, increased AnxA8 mRNA and protein expression in MAECs (Figure 6A−C), but not in VSMCs (Figure 6A).

**FIGURE 6:**
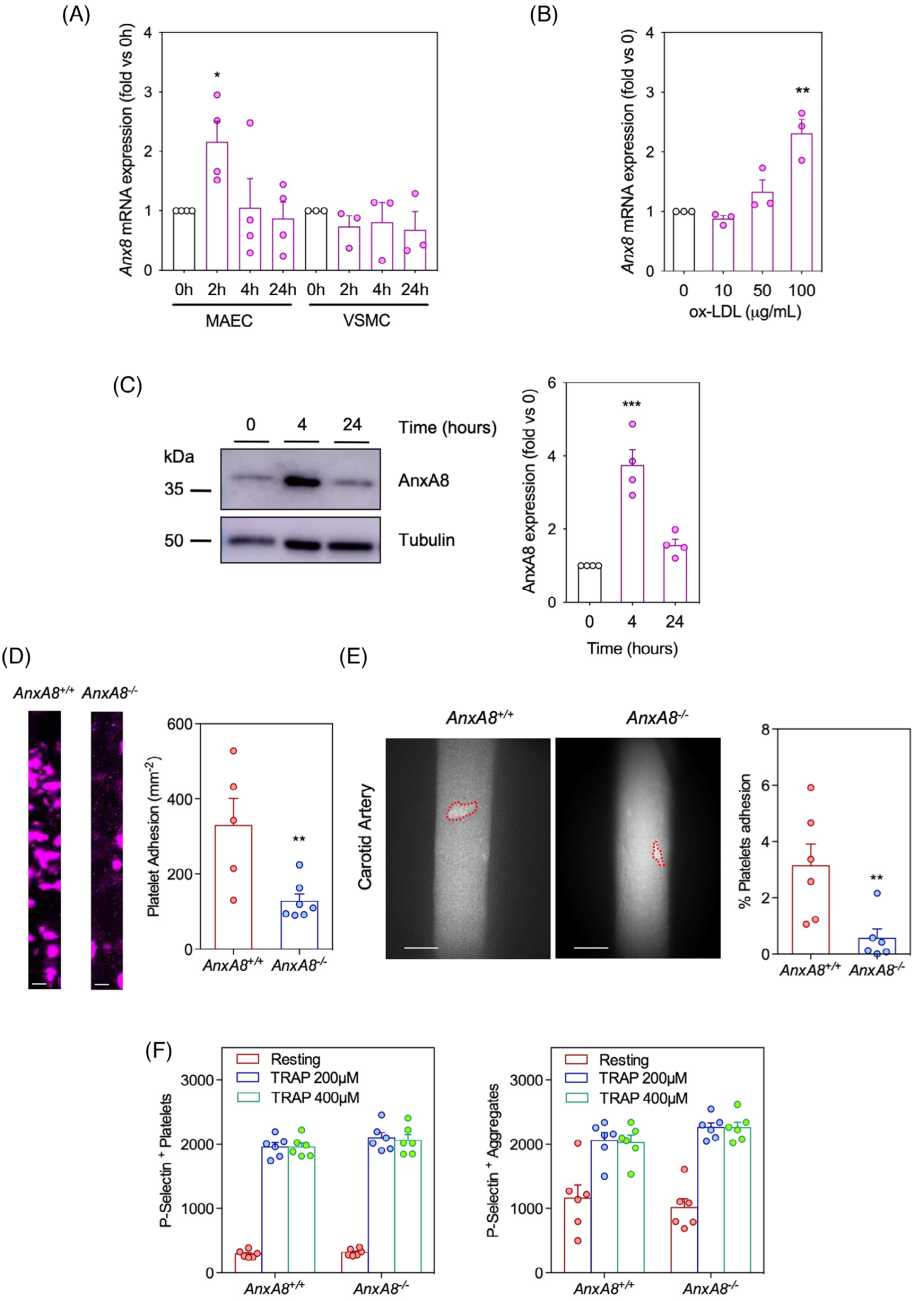
Expression of AnxA8 is increased by ox‐LDL in MAECs and platelet adhesion to endothelial cells in vitro and in vivo. (A) Relative *AnxA8* expression levels normalized to 18s rRNA of MAECs or VSMCs treated with or without ox‐LDL (100 µg/mL) for 0–24 h. Values shown are mean ± SEM of 3–4 different experiments. ANOVA Tukey's post hoc. * *p* < .05 versus 0 h. (B) Relative *AnxA8* expression levels normalized to 18s rRNA of MAECs treated with or without ox‐LDL (10–100 µg/mL) for 2 h. Values shown are mean ± SEM of three different experiments. ANOVA Tukey's post hoc. * *p* < .05 versus 0 h. (C) Representative western blot analysis of AnxA8 in MAECs treated with ox‐LDL (100 µg/mL) during 0−24 h. Tubulin was used as loading control. Values shown are mean ± SEM of four different experiments. ANOVA Tukey's post hoc. *** *p* < .001 versus 0 h. (D) Representative fluorescence images depicting platelets adhering to endothelial *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/^* ^−^ surface for 5 min at a venous shear stress of 2 dynes/cm^2^ in a microfluidic flow condition. Data represent mean ± SEM of 5–7 different experiment per group. Student's *t*‐test. ** *p* < .01 versus *AnxA8^+/+^*. Scale bars, 200 µm. (E) Fluorescent intravital microscopy images illustrating the Alexa 647‐labelled platelets in incipient lesional carotids of *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice after 4 weeks of HFD. Quantification of percentage of platelets coverage area in the carotid zone analysed is represented in the right panel. Data represent mean ± SEM of six animals per group. Student's *t*‐test. ** *p* < .01 versus *ApoE^−/−^AnxA8^+/+^*. Scale bars, 200 µm. (F) Flow cytometry analysis of P‐selectin expression and platelets aggregation in *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* platelets. Bar graph representing the fluorescence intensity for P‐selectin of platelets and aggregates of non‐treated (resting) and TRAP‐stimulated *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* platelets.

Platelet adhesion at atheroprone sites like the carotid arteries is one of the earliest steps in atherosclerosis.^30^ Therefore, we perfused whole blood from *ApoE* ^−/−^ *AnxA8^+/+^* mice over *AnxA8^+/+^* or *AnxA8^−/−^* MAECs prestimulated with ox‐LDL. A significantly higher number of platelets (detected with the fluorescent antibody against GPIX added to the blood) adhered to ox‐LDL stimulated WT ECs than to *AnxA8‐*deficient ECs (Figure 6D). A similar result was observed when whole blood from *ApoE* ^−/−^ *AnxA8^−/^* ^−^ mice was perfused over *AnxA8^+/+^* or *AnxA8^−/−^* MAECs prestimulated with ox‐LDL (Figure S9). We next assessed platelet interactions with the carotid arteries of *ApoE* ^−/−^ *AnxA8^+/+^* or *ApoE* ^−/−^ *AnxA8* ^−/−^ mice fed an HFD for 4 weeks. Significantly reduced spontaneous platelet adhesion was observed in carotid arteries of *ApoE* ^−/−^ *AnxA8* ^−/−^ compared to *ApoE* ^−/−^ *AnxA8^+/+^* mice (Figure 6E). Overall, our results suggest the role of AnxA8 as a regulator of endothelium−platelet interaction.

### 3.5 Endothelial AnxA8 regulates phenotypic features of cell activation

Increased expression of adhesion molecules by activated endothelium is a phenotypic feature in the first steps of atherosclerotic plaque initiation.^31^ To know whether changes in AnxA8 expression and localization could affect the activation of ECs under hyperlipidaemic conditions, primary MAECs from *ApoE* ^−/−^ *AnxA8^+/+^* or *ApoE* ^−/−^ *AnxA8* ^−/−^ were stimulated for different times with ox‐LDL. While ox‐LDL increases E/P‐selectin and Pecam‐1 mRNA and protein expression in *AnxA8^+/+^* MAECs, a limited effect was observed in *AnxA8*‐deficient MAECs (Figure 7A−C). In addition, P/E‐selectin and CD31 secretion to the supernatant was diminished in *AnxA8^−/−^* MAECs stimulated with ox‐LDL compared with control *AnxA8^+/+^* cells (Figure 7D). No significant differences were observed in VCAM‐1 or ICAM‐1 expression between *AnxA8^+/+^* or *AnxA8^−/−^* MAECs (Figure S10A).

**FIGURE 7:**
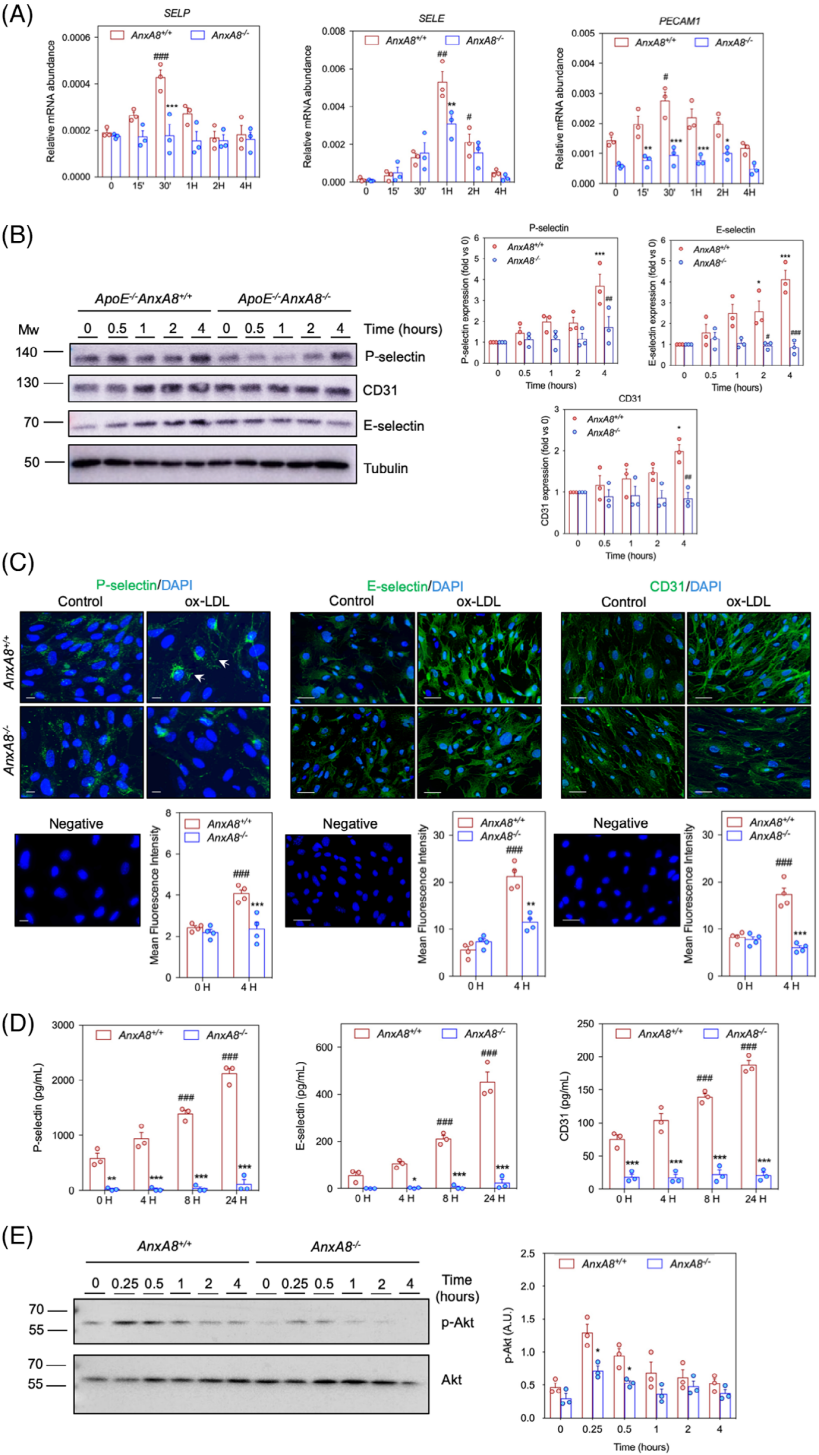
AnxA8 deletion diminishes adhesion molecules expression and secretion in aortic endothelial cells. (A) Relative *Selp, Sele* and *Pecam‐1* expression levels normalized to 18s rRNA of endothelial cells treated with or without ox‐LDL (100 µg/mL) for 0−4 h. The same cDNA was repeatedly tested for multiple genes. Values shown are mean ± SEM of three different experiments. ANOVA Tukey's post hoc. # *p* < .05 or ## *p* < .01 versus 0 h *ApoE^−/−^AnxA8^+/+^*; * *p* < .05, ** *p* < .01 or *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (B) Representative western blot analysis of P/E‐selectin and CD31 in MAECs treated with ox‐LDL (100 µg/mL) during 0−4 h. Tubulin was used as loading control. Values shown are mean ± SEM of three different experiments. ANOVA Tukey's post hoc. *** *p* < .001 versus 0 h. (C) Representative immunofluoresce and mean fluorescence intensity of P‐selectin, E‐selectin or CD31 in endothelial cells treated with or without ox‐LDL (100 µg/mL) during 4 h. Scale bars, 50 µm. (D) Secretion of P‐selectin, E‐selectin or CD31 in endothelial cells treated with or without ox‐LDL (100 µg/mL) during 0−24 h. Values shown are mean ± SEM of three different experiments. ANOVA Tukey's post hoc. ### *p* < .001 versus 0 h *ApoE^−/−^AnxA8^+/+^*; * *p* < .05, ** *p* < .01 or *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (E) Representative western blot analysis of p‐Akt and Akt in MAECs treated with ox‐LDL (100 µg/mL). Right panel shows the quantification of band densitometry values of p‐Akt protein levels expressed in arbitrary units after correction for Akt (loading control). * *p* < .05 or ** *p* < .01 versus 0 h. ANOVA Tukey's post hoc.

Since platelets also express and store P‐selectin in α‐granules, we incubated blood samples from *AnxA8^+/+^* or *AnxA8^−/−^* mice in the presence or absence of thrombin receptor activator protein (TRAP). Flow cytometry analysis showed that, whereas unstimulated platelets did not express P‐selectin, incubation of blood of *ApoE* ^−/−^ *AnxA8^+/+^* or *ApoE* ^−/−^ *AnxA8^−/^* ^−^ mice with TRAP caused platelet activation and aggregation, with similar P‐selectin expression levels in platelets of both types of mice (Figure 6F and Figure S11).

As the Akt pathway has been shown to be involved in adhesion molecule expression in ECs,^32^, ^33^ we analysed whether AnxA8 might regulate Akt activation. We have observed that ox‐LDL increased Akt phosphorylation in MAECs, an effect that was partially prevented in AnxA8‐deficient MAECs (Figure 7E).

### 3.6 AnxA8 deficiency reduces in vivo leukocyte recruitment in atheroprone mice

Recruitment of leukocytes into arteries is a hallmark event in atherosclerosis progression. To assess whether changes in the expression of adhesion molecules can modulate leukocyte recruitment to activated ECs, we analysed the adhesion of PBMCs to *ApoE* ^−/−^ *AnxA8^+/+^* or *ApoE* ^−/−^ *AnxA8^−/^* ^−^ MAECs under static conditions. As expected, PBMCs adhesion was increased upon ox‐LDL stimulation in *AnxA8^+/+^* MAECs compared with unstimulated cells (Figure 8A). However, ox‐LDL failed to increase PBMCs adhesion in *AnxA8^−/−^* MAECs (Figure 8A). Lentiviral rescue of AnxA8 expression in *AnxA8^−/−^* MAECs recovered PBMCs‐endothelial adhesion after ox‐LDL stimulation (Figure S12).

**FIGURE 8:**
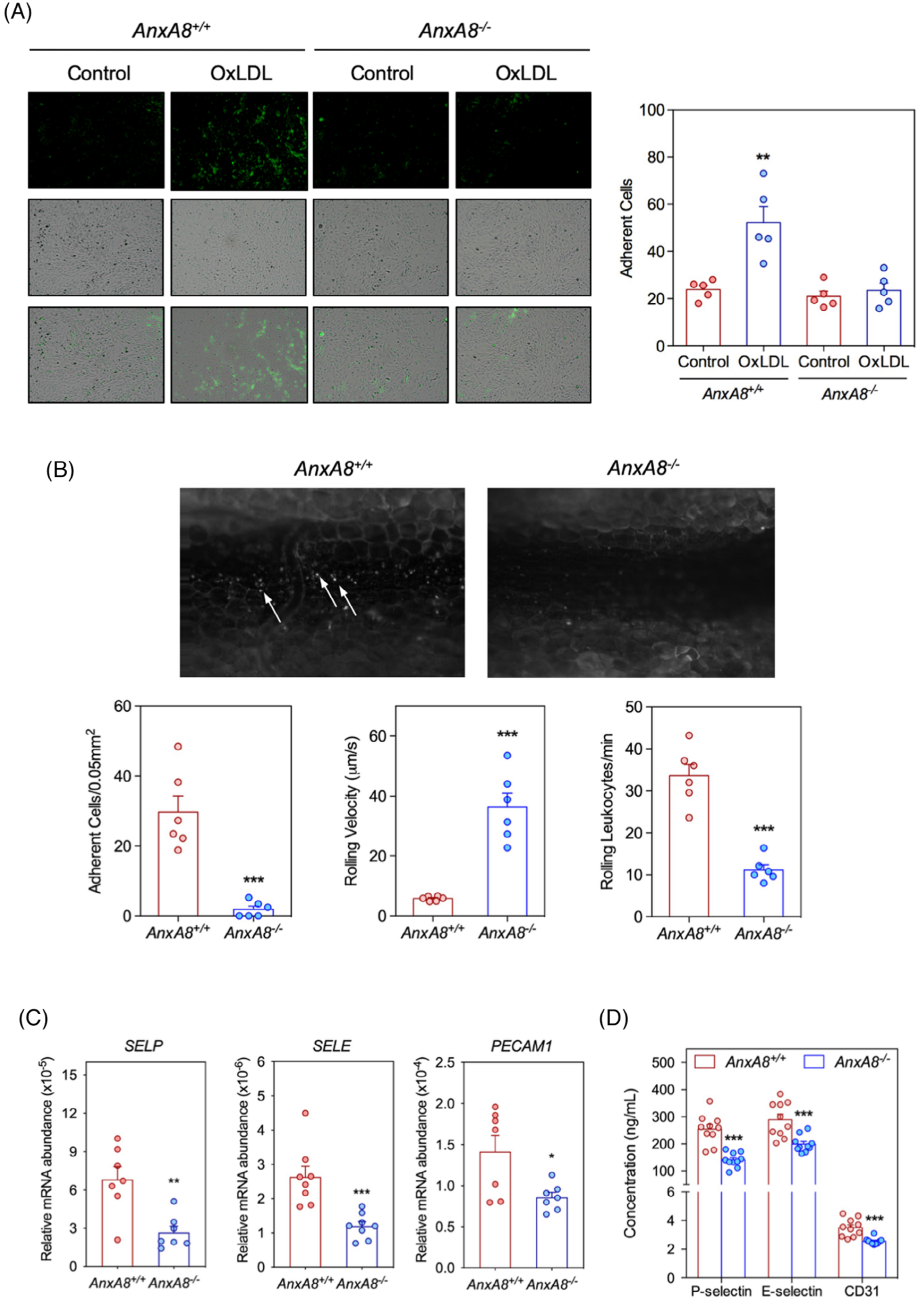
AnxA8 deficiency diminishes leukocytes adhesion to endothelial cells. (A) Representative fluorescence and light‐field images of calcein‐labelled PBMCs on *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* endothelial monolayer in the absence or presence of ox‐LDL. Quantification of the number of calcein‐labelled PBMCs in 10 random fields analysed in each condition. Values shown are mean ± SEM of five different experiments. Student's *t*‐test. ** *p* < .01 versus control. Scale bars, 100 µm. (B) Fluorescent intravital microscopy images of rhodamine 6G‐labelled leukocytes on calcium ionophore‐activated mesenteric venules of *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice after 4 weeks of HFD. Arrows indicated adhering leukocytes. Number of firmly adherent leukocytes, rolling velocity and rolling leukocytes are represented below. Data represent mean ± SEM of six animals per group. Student's *t*‐test. *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. Scale bars, 100 µm. (C) Relative *Selp, Sele* and *Pecam‐1* expression levels normalized to 18s rRNA of aorta from *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice. The same cDNA was repeatedly tested for multiple genes. Values shown are mean ± SEM of seven animals per group. Student's *t*‐test. * *p* < .05, ** *p* < .01 or *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*. (D) P‐selectin, E‐selectin or CD31 concentrations in serum of *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/^* ^−^ mice after fed HFD for 12 weeks (advanced lesions). Data represent mean ± SEM of 10 animals per group. Student's *t*‐test. ** *p* < .01 or *** *p* < .001 versus *ApoE^−/−^AnxA8^+/+^*.

To further analyse whether *AnxA8* deficiency impacts leukocyte recruitment in vivo, we compared the rolling and adhesion of leukocytes in the carotid arteries of *ApoE^−/−^AnxA8^+/+^* or *ApoE^−/−^AnxA8^−/−^* mice that had been fed an HFD for 4 weeks. In contrast to platelet adhesion that was consistently observed (Figure 6), the scarcity of spontaneous leukocyte−endothelial interactions with the carotid artery irrespective of the mouse genotype precluded any quantification. Due to this lack of quantifiable events in carotid arteries, we then compared the rolling and adhesion of leukocytes to calcium ionophore‐stimulated mesenteric venules between *ApoE^−/−^AnxA8^−/−^* or *ApoE^−/−^AnxA8^+/+^*. Intravital microscopy revealed that leukocyte rolling and adhesion were significantly diminished and leukocyte velocity was increased in *AnxA8*‐deficient mice as compared with control animals (Figure 8B and Movies S1 and S2).

Finally, E/P‐selectin and Pecam‐1 mRNA expression were diminished in the aorta of *ApoE^−/−^AnxA8^−/−^* compared with *ApoE^−/−^AnxA8^+/+^* mice (Figure 8C). In addition, circulating P/E selectin and CD31 concentrations were diminished in serum of *ApoE^−/−^AnxA8^−/−^* compared with *ApoE^−/−^ AnxA8^+/+^* mice in either the early (Figure S13) or the advanced model of atherosclerosis (Figure 8D). No significant differences were observed in VCAM‐1 or ICAM‐1 concentrations between serum of *ApoE^−/−^AnxA8^−/−^* compared with *ApoE^−/−^ AnxA8^+/+^* mice (Figure S10B). Overall, our results support the role of endothelial AnxA8 in leukocyte recruitment and adhesion to the injured vessel wall.

#### 3.6.1 Endothelial AnxA8 deficiency decreases atherosclerosis progression

To analyse the contribution of endothelial AnxA8 in the progression of atherosclerosis, we used pAAV2‐QuadYF, an adenovirus that shows a specific tissue tropism for ECs and retina.^34^ Fifteen week‐old atheroprone *ApoE^−/−^* mice were given retro‐orbital injections of pAAV2‐QuadYF‐shScramble or pAAV2‐QuadYF‐shAnxA8. One week after the AAV injection, animals were fed on HFD for 10 weeks (Figure 9A). Green Fluorescence Protein (GFP) expression was specifically expressed in ECs (Figure 9B). In addition, pAAV2‐QuadYF‐shAnxA8 efficiently inhibited AnxA8 expression in ECs (Figure 9C). No differences were observed in body weight or serum cholesterol, triglycerides, HDL‐c or LDL‐c concentrations between the different groups (Figure S14A,B). We assessed the atherosclerotic lesions in the entire aorta by *en face* staining with ORO to visualize lipid‐laden atherosclerotic plaques. We found a 60% reduction of the *en face* aortic arch lesion area in *ApoE^−/−^* mice transduced with shAnxA8 compared to shScr‐transduced mice (Figure 9D). In addition, a marked reduction was observed in the atherosclerotic lesion size and volume at the aortic root of shAnxA8 transduced *ApoE^−/−^* mice compared to shScr mice (≈ 55% reduction for both; Figure 9E,F). We also observed a marked reduction in lipid deposition (Figure 9E,G) without changes in collagen content in the aortic wall of shAnxA8‐*ApoE^−/−^* mice treated with compared to shScr‐*ApoE^−/−^* mice (Figure S14C). Analysis of atheroma also revealed decreased accumulation of CD68^+^ cells, without affecting smooth muscle cell content in the shAnxA8 transduced *ApoE^−/−^AnxA8^−/−^* mice compared to the shScr group (Figure 9H). Collectively, these results demonstrate that endothelial AnxA8 inhibition attenuates plaque progression in atheroprone mice.

**FIGURE 9:**
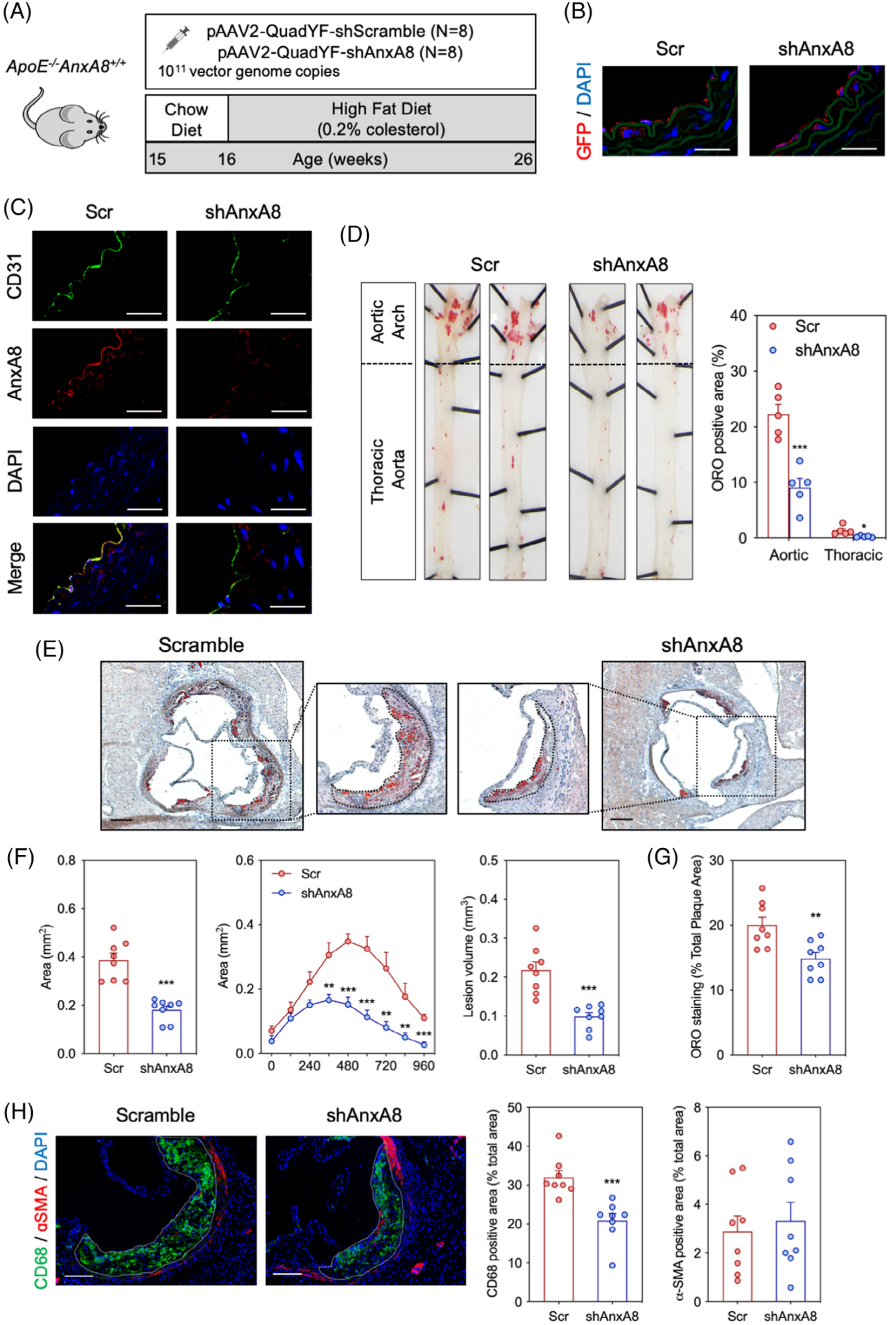
AnxA8 inhibition in endothelial cells reduces atherosclerosis progression. (A) Work flow for generation of endothelial *AnxA8*‐deficient animals in *ApoE^−/−^AnxA8^+/+^* mice fed with a high‐fat diet. (B) Representative immunofluorescence showing GFP expression in *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8. Scale bars, 25 µm. (C) Representative immunofluorescence of AnxA8 (green) and their colocalization with ECs marker CD31 (red) or VSMCs marker α‐SMA (red) in aortic root sections of *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8. Scale bars, 25 µm. (D) Representative pinned‐out *en face* aorta preparations and quantification of atherosclerosis from *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8 stained with ORO after 10 weeks on HFD. Data represent mean ± SEM of five animals per group. * *p* < .05; *** *p* < .001 versus pAAV2‐QuadYF‐shScr. (E) Representative ORO/haematoxylin staining and quantification of maximal lesion area in the aortic root of *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8 stained with ORO after 10 weeks on HFD. Data represent mean ± SEM of eight animals per group. Student's *t*‐test. ** *p* < .01; *** *p* < .001 versus pAAV2‐QuadYF‐shScr. Scale bars, 200 µm. (F) Quantification of atherosclerotic lesion area along aortic root in *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8. The volume of atherosclerotic lesions was estimated by calculating the area under the curve for each condition. Data represent mean ± SEM of eight animals per group. Student's *t*‐test. ** *p* < .01; *** *p* < .001 versus pAAV2‐QuadYF‐shScr. (G) Quantification of ORO in the aortic root from *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8 after 10 weeks on HFD. Data represent mean ± SEM of eight animals per group. ** *p* < .01 versus pAAV2‐QuadYF‐shScr. (H) Representative histological analysis of cross‐sections of the aortic sinus from *ApoE^−/−^AnxA8^+/+^* mice injected with pAAV2‐QuadYF‐shScr or pAAV2‐QuadYF‐shAnxA8 stained with CD68, α‐SMA and DAPI. Quantification of macrophages or VSMCs content are shown in the right panels. Scale bars, 100 µm. Data represent mean ± SEM of 10–11 animals per group. Student's *t*‐test. *** *p* < .001 versus pAAV2‐QuadYF‐shScr.

## 4 DISCUSSION

Atherosclerosis is a common pathological aetiology of CVD.^35^ To improve our understanding of the molecules involved in atherogenesis, we used RNA‐Seq to systematically investigate the global transcriptome of atherosclerotic aortas from *ApoE^−/^* ^−^ mice compared to WT mice. As expected, we have observed an upregulation of genes related to T cell differentiation and the adaptive immune system in the aorta of *ApoE^−/−^* mice compared to WT mice. Adaptive immunity plays a critical role in the development and progression of atherosclerosis. T cell functions affect the balance between progression and resolution of plaque inflammation. Depending on the cytokine microenvironment, naïve CD4^+^ T cells can differentiate into specialized effector cells (Th1, Th2, Th17, etc.), being Th1 cells a major source of proatherogenic cytokines such as interferon‐gamma and tumour necrosis factor.^36^ However, T regulatory cells produce anti‐inflammatory IL‐10, transforming growth factor β and IL‐35, preventing inflammation and plaque progression.^37^

We also identified *AnxA8* as one of the most significantly upregulated genes in atherosclerotic aortas of *ApoE^−/−^* mice. In agreement, Wierer et al. observed by proteomic analysis that AnxA8 was upregulated in the aorta of *ApoE^−/−^* mice compared to the aorta of WT animals.^38^ The finding that the germline AnxA8 deficiency drastically reduces the atherosclerotic burden in both early and advanced atherosclerosis in an *ApoE^−/−^* mouse model argues for a functional role of AnxA8 in the progression of atherosclerosis. Although we are unknown whether other annexins expression could be modulated in AnxA8‐deficient mice, their modulation did not counter the beneficial effect observed in AnxA8‐deficient mice. The loss of effect of *AnxA8*‐deficient BMT in *ApoE*‐deficient mice suggests a direct role for AnxA8 in resident vascular cells, consistent with microarray studies suggesting that AnxA8 is poorly expressed in murine leukocytes.^39^

The delayed progression of atherosclerosis observed in *AnxA8*‐deficient mice appears to be the result of reduced inflammatory cell content in plaques. In response to hyperlipidaemia, the BM and spleen overproduce pro‐inflammatory monocytes that can infiltrate, accumulate and differentiate into macrophages in atherosclerotic lesions.^40^ We observed a reduction in CD68^+^ cells in AnxA8‐deficient mice, which was associated with a decrease in atherosclerotic plaque size and volume, and serum cytokine levels. In addition, AnxA8‐deficient animals develop more stable atherosclerotic plaques with a smaller necrotic core, thicker fibrous cap, less lipid accumulation and apoptosis, and increased contractile and decreased synthetic VSMC markers expression. Accordingly, plaque complexity of AnxA8‐deficient mice decreased in both early and advanced models. However, our data show that AnxA8 does not play a direct role in VSMC phenotypic switching or macrophage lipid metabolism, supporting the potential role of endothelial AnxA8 in atherosclerosis. Oxidized LDL activates ECs by promoting the expression and secretion of a variety of adhesion molecules and chemotactic factors at atherosclerosis‐prone sites,^41^ and we have shown that ox‐LDL upregulates AnxA8 expression in ECs in a time‐ and dose‐dependent manner. The upregulation of AnxA8 by ox‐LDL may be related to the long non‐coding RNA taurine‐upregulated gene 1 (TUG1), a lncRNA that is actively involved in various physiological processes, including the regulation of genes at epigenetic, transcription, post‐transcription, translation and post‐translation levels. TUG‐1 is known to promote AnxA8 expression and ox‐LDL increases TUG‐1 expression in ECs.^42^, ^43^ However, this hypothesis needs to be tested.

AnxA8 controls the pathway that ensures the sorting and delivery of late endosomal CD63 to WPB. Once the endothelium is activated by inflammatory mediators, CD63 is transported to WBP, which contain P‐selectin among other proteins. Then, WBP fuse with the plasma membrane, allowing P‐selectin to be presented on the cell surface, along with its stabilizing co‐factor CD63.^15^ Increased WPB secretion and P‐selectin in the ECs membrane promotes platelet‐ECs adhesion, and hypercholesterolemia increases P‐selectin‐dependent platelet‐ECs adhesion in mice.^44^ Activated platelets exacerbate atherosclerosis by recruiting monocytes and other leukocytes.^45^ In addition, platelets may also interact with the activated endothelium prior to the formation of the atherosclerotic plaque, which plays a role in the pathogenesis of atherosclerosis.^46^ In this context, our in vitro experiments under continuous flow showed reduced platelet adhesion on ox‐LDL‐stimulated *AnxA8*‐deficient ECs. These results were confirmed by in vivo intravital microscopy on carotid arteries with incipient lesions in *AnxA8*‐deficient mice, which clearly showed reduced platelet aggregation. Platelets also express and store P‐selectin in α‐granules,^47^ and it has been reported that P‐selectin‐deficient platelets fail to adhere to ECs in hypercholesterolemic mice.^44^ The diminution of platelet adhesion to AnxA8‐deficient ECs could be due to a deficiency in P‐selectin expression or surface presentation in AnxA8‐deficient platelets. However, our in vitro experiments indicated that under thrombolytic stimulus, *AnxA8*‐deficient platelets show no differences in P‐selectin expression, and platelets from *ApoE^−/−^AnxA8^−/−^* adhered to *AnxA8^+/+^* MAECs pre‐stimulated with ox‐LDL, suggesting that platelet P‐selectin content and trafficking are not affected by AnxA8 deficiency in platelets.

P‐ and E‐selectins are expressed in chronically inflamed endothelium and serve as rolling molecules for monocytes, neutrophils, effector T cells, B cells and natural killer cells. Leukocyte rolling is mainly achieved by the interaction of endothelial E‐ and P‐selectin with PSGL‐1 and other glycosylated ligands such as CD44 and E‐selectin ligand 1 (ESL‐1), which specifically bind to E‐selectin on leukocytes.^48^, ^49^ While E‐selectin deficiency alone has little effect on the progression of atherosclerotic plaque formation, P‐selectin deficiency has a greater impact on atherosclerotic development.^50^ Furthermore, combined gene silencing of P‐ and E‐selectin in *LDLR*‐deficient mice also reduces diet‐induced atherosclerotic lesion progression in both the aortic sinus and the whole aorta.^51^ Under atherogenic stimuli such as ox‐LDL (in vitro) or high‐fat diet (in vivo), we observed that AnxA8 deficiency prevented P‐ and E‐selectin expression and secretion in ECs and mouse serum. Furthermore, leukocyte adhesion to ox‐LDL‐activated endothelium was reduced in AnxA8‐deficient ECs, which was validated in mesenteric veins of atheroprone *AnxA8^−/^* ^−^ mice, with a slight leukocyte adhesion and increased leukocyte rolling velocities.

Platelet endothelial cell adhesion molecule‐1, also known as CD31, is expressed at high densities on the lateral borders of ECs and is upregulated at the atherosclerotic‐prone sites and also regulates leukocyte accumulation within the arterial wall.^52^ After leukocyte rolling, leukocytes need to adhere firmly to the endothelium to continue transendothelial migration in which leukocytes move across the endothelium, involving dynamic signalling between leukocytes and ECs.^53^ Ox‐LDL directly promotes monocyte transmigration across cytokine‐stimulated ECs by a mechanism involving upregulation of EC CD31 in the basolateral membranes.^54^ In addition, genetic deletion of CD31 resulted in significantly reduced atherosclerotic lesion size in *ApoE*‐deficient mice.^55^ Consistently, ox‐LDL upregulated CD31 expression and secretion in ECs, which was prevented in *AnxA8*‐deficient ECs. In vivo results also suggest a role for AnxA8 in modulating transendothelial cell migration, as *AnxA8^−/−^* mice showed less inflammatory content in atheroma lesions, and CD31 serum concentrations were also reduced in *AnxA8^−/−^* compared with *AnxA8^+/+^* mice. Although other adhesion molecules play an important role in leukocyte recruitment to the injured arteries,^52^ no differences in ICAM‐1 or VCAM‐1 expression and secretion between *AnxA8^−/−^* and *AnxA8^+/+^* ECs were observed.

The precise molecular mechanism involved in the regulation of adhesion molecule expression by endothelial AnxA8 has not yet been identified. P‐selectin is prestored in WBP and translocated to the luminal membrane in response to inflammatory stimuli, whereas E‐selectin is de novo synthesized upon cell activation.^56^ It has been shown that CD31 is concentrated at surface vesicular membrane invaginations and that during transendothelial cell migration, it is moved to the border areas where migration occurs. However, recycling of CD31 occurs and the precise mechanisms that trigger this response are unclear.^57^ In ECs, the Akt signalling pathway has been shown to be involved in the expression of endothelial adhesion molecules.^32^, ^33^ We have now observed that ox‐LDL induces Akt phosphorylation in ECs, an effect that is at least partially prevented in AnxA8‐deficient cells. Consistently, AnxA8 also activates Akt phosphorylation in endometrial cells.^58^

Finally, endothelial‐specific inhibition of AnxA8 mimics the effects observed in germline deficient mice including the diminution of atherosclerotic lesion size and volume, as well as lower lipid and inflammatory cell content within atherosclerotic plaques. Altogether, our results indicate an essential role of endothelial AnxA8 in atherosclerosis progression.

The study of KO animals is limited in terms of possible mechanisms of compensation from birth that can impact the effects of germline deletion. In our study, we cannot discard that in our AnxA8 null mice, there are other upregulated proteins and/or compensatory mechanisms that could influence the results observed. However, it is important to note that specific inhibition of AnxA8 in ECs mimics all effects observed in germline‐deficient mice. Further studies are needed to fully elucidate the mechanisms of AnxA8 upregulation and contributions to inflammatory diseases.

## 5 CONCLUSION

We have shown an upregulation of AnxA8 in both human and murine atherosclerotic plaques, identifying AnxA8 as an important mediator of atherosclerosis. Our results strongly support that AnxA8 promotes disease progression by regulating adhesion molecules expression and the influx of immune cells to the intima. The findings of our study suggest that interventions capable of reducing AnxA8 expression in ECs may delay atherosclerotic plaque progression.

## AUTHOR CONTRIBUTIONS

J.L.M.‐V., U.R., N.M.‐B. and L.M.B.‐C. contributed to the study design. G.N.‐M. and P.M. performed RNA‐Seq and analysed the obtained data. V.O. and B.H.‐T.N. performed intravital microscopy. C.G.‐M., R.B.‐S., I.S.S.‐J., S.S.‐A., M.J.F.‐G., P.N., J.C.E.‐G., N.M.‐B. and L.M.B.‐C. performed the experiments. B.H.‐T.N., J.L.M.‐V., N.M.‐B. and L.M.B.‐C. analysed and interpreted the data. J.L.M.‐V., U.R., J.C.E.‐G., B.H.‐T.N., N.M.‐B. and L.M.B.‐C. wrote and revised the manuscript. All authors reviewed and proofread the manuscript. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## ETHICS STATEMENT

This study was approved by the Ethical Committee of the French Biomedicine Agency and written consent was obtained from all patients. All animal procedures were performed in accordance with the guidelines of Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by the Institutional Animal Care and Use Committee and Comunidad de Madrid (PROEX 238.0/20).

## Supporting information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNA‐seq datasets have been deposited in NCBIGene Expression Omnibus and are accesible through GEO series number GSE207414.

# Supplementary material for: Annexin A8 deficiency delays atherosclerosis progression
**Source:** Clin Transl Med. 2025 Jan 21;15(1):e70176. doi: 10.1002/ctm2.70176
**Supplement:** Supplementary file 15 — Supporting Information

**Supplemental Table 1.** Gene expression assays

| **qPCR primers** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Anxa8* | 5´-CGTCAGCGTGAAGGGTAGTTC-3´ | 5´-CTTGGTGAGCAGTCTATGATG-3´ |
| *Cdkn1c* | 5´-CGAGGAGCAGGACGAGAATC-3´ | 5´-GAAGAAGTCGTTCGCATTGGC-3´ |
| *Pecam1* | 5´-ACGCTGGTGCTCTATGCAAG-3´ | 5´-TCAGTTGCTGCCCATTCATCA-3´ |
| *Selp* | 5´-GAAAGGGCTGATTGTGACCCC-3´ | 5´-AGTAGTTCCGCACTGGGTACA-3´ |
| *Sele* | 5´-ATGCCTCGCGCTTTCTCTC-3´ | 5´-GTAGTCCCGCTGACAGTATGC-3´ |
| *Acta2* | 5´-CATCTTTCATTGGGATGGAG-3´ | 5´-TTAGCATAGAGATCCTTCCTG-3´ |
| *Sm22* | 5´-CAACAAGGGTCCATCCTACGG-3´ | 5´-ATCTGGGCGGCCTACATCA-3´ |
| *Klf4* | 5´-GTGCCCCGACTAACCGTTG-3´ | 5´-GTCGTTGAACTCCTCGGTCT-3´ |
| *Mmp9* | 5´-CTGGACAGCCAGACACTAAAG-3´ | 5´-CTCGCGGCAAGTCTTCAGAG-3´ |
| *Cd36* | 5´-GAACCACTGCTTTCAAAAACTGG-3´ | 5´-TGCTGTTCTTTGCCACGTCA-3´ |
| *SRA* | 5´-TGAACGAGAGGATGCTGACTG-3´ | 5´-GGAGGGGCCATTTTTAGTGC-3´ |
| *Abca1* | 5´-AGTGATAATCAAAGTCAAAGGCACAC-3´ | 5´-AGCAACTTGGCACTAGTAACTCTG-3´ |
| *Abcg1* | 5´-TTCATCGTCCTGGGCATCTT-3´ | 5´-CGGATTTTGTATCTGAGGACGAA-3´ |

How the deposited data were processed for this re-analysis (not part of the article)

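RNA was sequenced from the aortas of 4 *ApoE-/-* and 4 WT male mice, 40 weeks old and fed chow. The authors prepared stranded, ribodepleted total RNA libraries and deposited raw counts of read pairs per gene, 1 library per mouse, with additional totals for pairs without a gene, with an ambiguous gene or aligned to several places. Replicates were not pooled, and the counts carry no normalization. The text of the paper does not name the aligner, the counting program, their versions, the genome build or the annotation. Of the gene identifiers in the files, 21817 were found in GENCODE M21 (GRCm38), which gave the coordinates, and 42 were not. Genotype and replicate number were taken from the sample labels and the paper's methods. The replicate numbers are shared between genotypes but belong to different mice.

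Counts were analysed with R 4.3.3. Genes with low counts were removed with filterByExpr of edgeR 4.0.16, which kept 15077 genes. TMM factors were computed and the quasi-likelihood F test (glmQLFit with robust = TRUE, then glmQLFTest) compared genotypes, with genotype as the only factor and all tests two-sided. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. Single values per mouse were compared with exact two-sided permutation tests over the 70 assignments of 8 mice to 2 groups of 4, where the smallest p is 0.0286. Lists of marker genes were written by hand and tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Principal components used the 500 most variable genes, centred and not scaled. Genes within 10 Mb of *Apoe* were compared with all others by Fisher's exact test.

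The samples, tests, alternatives and marker lists were fixed before the data were examined, except lists for sympathetic neurons, nerve glia, adrenal gland and kidney tubule, the alternatives named as added, and the tests that the closing section names as chosen after the result was seen. The alternatives were DESeq2 1.42.0 (the tool the paper names), limma-voom, DESeq2's size factors or upper-quartile factors in edgeR, 3 other filters on low counts, no robust estimation, the replicate number as a block, and leaving out each mouse. The genes named were those the paper names or labels for the aorta or measures elsewhere, *Apoe*, the annexins, members of the marker lists, and, among genes past the threshold whose genotypes did not overlap, the 10 with the smallest p in each direction and the 10 with the largest change.

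The methods were tried on simulated counts drawn with the means, dispersions and sizes of these libraries, with 100 genes changed by a log2 value of 1.5 and 100 by 3 in each of 5 simulations. edgeR called 64% to 79% of the former and 89% to 99% of the latter, and 2.55% to 7.07% of its calls were false. DESeq2 called 82% to 90% and 94% to 99%, and 20.1% to 26.7% of its calls were false. The genes were drawn independently of each other, with no library set apart as *ApoE-/-* replicate 1 was, and only well-counted genes were changed. These rates may therefore not hold for the real libraries. Primers and the short hairpin target were matched to transcripts with Python 3.11.15 and edlib. The gene ontology enrichment was not repeated, and the qRT-PCR, protein and histology measurements were not analysed here.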

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

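In each genotype, the library farthest from the others was compared with Dixon's 95% critical value for 4 samples, over 146 groups of values of the named genes, list scores, library measures and components. 12 groups exceeded it, where chance gives 7.3. Of the tests below, only those of dilution by heart tissue were chosen after the result was seen, and the test of carried-over tissue was written down in advance.

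Among genes, the ratio of gap to range was 0.870 for *Timp1* (WT replicate 2), 0.883 for *Saa3* (WT replicate 4), 0.912 for *Clec4e* (WT replicate 3), 0.875 for *Cry1* (WT replicate 1), 0.862 for *Per3* (*ApoE-/-* replicate 4), 0.887 for *Tef* (*ApoE-/-* replicate 4) and 0.852 for *Sele* (*ApoE-/-* replicate 3). *Saa3* and *Clec4e* are near 0 in WT libraries, where a single count moves the value. Among list scores, it was 0.915 for the adaptive immune system (WT replicate 3), 0.867 for cardiac muscle (*ApoE-/-* replicate 1, score 3.86) and 0.840 for skeletal muscle (WT replicate 3). Among library measures, it was 0.835 for the sum of all pairs (*ApoE-/-* replicate 4) and 0.887 for the share of counts on the 10 most abundant genes (WT replicate 2). No biological explanation was tested for these far values. Carried-over tissue in *ApoE-/-* replicates 1 and 3 and the time of collection are considered below, for other results.

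The cardiac muscle list, which the paper does not discuss, was lower in *ApoE-/-* mice by a score difference of −2.98, with all 9 tested genes lower and no overlap between genotypes (two-sided exact permutation test, p = 0.0286). For example, *Myh6* had 88.6 to 158 CPM in WT mice and 1.18 to 51.3 CPM in *ApoE-/-* mice. Heart tissue in the WT dissections is a candidate explanation. By size, this difference was larger than those of the immune lists, so carry-over of tissue may contribute to the comparison of genotypes. The genes of this list took at most 0.0736% of the counts of a WT library, but they are only part of the RNA of heart tissue, so this share alone does not bound a dilution of the other transcripts. Dilution in WT libraries would also have left the lists of the aortic wall higher in *ApoE-/-* mice. The score difference of contractile smooth muscle was −0.30 (0 of 12 genes higher), but the genotypes overlapped (exact permutation test, p = 0.657). This difference rested on *ApoE-/-* replicate 1, at 7.97. The other *ApoE-/-* mice had 9.15 to 9.84 and the WT mice 9.10 to 9.92. The endothelium list was lower by −0.42 (1 of 14 genes higher), but heart tissue may hold endothelium of its own. Neither list rose, but a contribution of dilution to the higher immune lists is not excluded. Mitochondrial genes took 6.23% ± 0.677 (SD, n = 4) of the counts in WT mice and 4.05% ± 1.03 in *ApoE-/-* mice, without overlap (exact permutation test, p = 0.0286).

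The endothelium list was lower in *ApoE-/-* mice by a score difference of −0.42 and the list of genes on the Y chromosome by −0.33, each without overlap (two-sided exact permutation test, p = 0.0286). The paper does not discuss these lists. Library composition and a change in the aortic wall were not told apart for them.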

How the results depend on the processing

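Among the alternatives that kept all 8 mice and the genotype as only factor, the number of genes with an adjusted p under 0.05 changed from 70 (56 higher, 14 lower) to 721 (477 and 244) with DESeq2 and to 27 (20 and 7) with limma-voom. It was 74 with either other scaling, with 57 and 53 higher genes, and 50 to 73 with the other filters or without robust estimation, where a minimum of 10 counts in every mouse left 9 lower genes. All 70 genes were among DESeq2's 721, and all 27 of limma-voom among the 70. Higher genes made up 66.2% of DESeq2's calls and 80.0% of edgeR's. The stricter thresholds were passed by 0 genes, by 311 with DESeq2, by 1 with upper-quartile factors and by 1 without a filter on low counts, while 1713 genes had an unadjusted p under 0.05.

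Leaving out each mouse in turn, the count ranged from 0 to 593 (higher genes 0 to 417, lower genes 0 to 176) and the stricter count from 0 to 103. The highest values came without *ApoE-/-* replicate 1, which kept all 70 genes, and the other 7 fits gave 0 to 17 genes, with 1269 to 1922 genes at an unadjusted p under 0.05. Added after seeing the data, DESeq2 without each mouse called 439 to 1548 genes. Also added afterwards, voom with sample quality weights, which gave *ApoE-/-* replicate 1 a weight of 0.174, called 561 genes, and DESeq2 with the replicate number as a block called 704.

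*Anxa8* was higher under every alternative, with log2 fold changes of 2.64 to 3.21 across the fits that each left out 1 mouse. Its adjusted p passed the threshold in edgeR (0.038) and DESeq2 but was 0.077 with limma-voom (log2 fold change 2.86), where sample quality weights, added after seeing the data, brought it to 0.00734, and across the alternatives set in advance, without the block, it ranged from 7.59e-11 to 0.161. In the DESeq2 fits without each mouse, added after seeing the data, it was 2.25e-18 to 1.21e-07. Its rank by p was 44 with limma-voom and 13 to 40 in the edgeR fits without 1 mouse, against 19. The log2 fold change of *Apoe* was −5.06 to −4.64 across these edgeR fits, with an adjusted p above 0.05 in 3 of them. *Anxa8* minus the endothelial markers stayed between 2.96 and 3.51.

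With the replicate number as a block, 2 genes had an adjusted p under 0.05, 1 higher and 1 lower, and *Anxa8* had a log2 fold change of 2.87 (adjusted p = 0.14) and rank 66. Same-numbered mice are different animals, and their deviations from the genotype means correlated at 0.0223 on average (−0.448 to 0.316). The adjusted p of the inflammatory response list was 4.81e-24 with the block.

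The 4 immune lists kept their direction and side of the threshold except with an estimated correlation, where the adjusted p was 0.0999 (inflammatory response and adaptive immune system), 0.161 (T cells) and 0.188 (macrophages). The first principal component parted the genotypes without *ApoE-/-* replicate 1 and not otherwise, with exact permutation p of 0.0286 to 0.886 across the 8 fits that left out 1 mouse. Fisher's exact test for genes near *Apoe* gave p = 0.085 and passed 0.05 with a 20 Mb window (0.0333), with DESeq2 (0.0115) and for lower genes only (0.0157). Added after seeing the data, DESeq2 gave 0.000369 for lower genes only and 0.00442 with a 20 Mb window, and edgeR without *ApoE-/-* replicate 1 gave 0.0476 for lower genes only. Over all called genes, as set in advance, edgeR gave 0.295 without *ApoE-/-* replicate 1 and 0.214 without *ApoE-/-* replicate 2. In the 7 settings where edgeR called fewer than 5 other genes, none of them lay near *Apoe* (Fisher's exact test, p = 1) and it could not show a difference.

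For 40 other named genes, 76 of 429 values changed side or direction, with 49 weaker, 20 stronger and 7 reversed. Reversed values were those of *Th* (−1.39 with limma-voom, −1.21 with the block and −1.93 to 1.93 when 1 mouse was left out), *Dbh* (−1.41, −1.34 and −2.02 to 1.78 in the same order) and *Acta2* (−0.39 to 0.12 when 1 mouse was left out).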

Differences from the paper's values

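The paper reports 743 differentially expressed genes, and 70 were found with edgeR. It reports 483 higher and 260 lower genes, against 56 and 14. Of the alternatives set before the data were examined, DESeq2, which the paper names, gave 721, 477 and 244 genes, and edgeR without *ApoE-/-* replicate 1 gave 593, 417 and 176, all within 1.5 times the paper's counts. No other such alternative closed the gap. Of those chosen after seeing the values, voom with quality weights gave 561 genes and DESeq2 with the replicate block 704. DESeq2 without each mouse gave 439 to 1548.

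In Figure 1B, read by eye, minus log10 of the adjusted p was about 9.8 for *Anxa8* and about 18 for *Timp1*. With edgeR it was 1.42 and 1.45. With DESeq2 it was 10.1 and 17.5, and with the other alternatives set in advance it stayed between 0.794 and 2.21 for *Anxa8* and between 0.837 and 2.72 for *Timp1*. In DESeq2 fits chosen after seeing the values, the adjusted p of *Anxa8* was 1.22e-09 with the replicate block and 2.25e-18 to 1.21e-07 without each mouse.

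The paper lists *Cx3cl1* among its differentially regulated transcripts, and its adjusted p was 0.120 with edgeR and 0.00288 with DESeq2. The legend of Figure 1B gives the number of named genes as 30, and 31 names can be read in the plot. *Cd5l* is labelled there, and its adjusted p was 0.0523 with edgeR and 1.73e-12 with DESeq2. The volcano plot has an unlabelled point at a log2 fold change of about −10 (Figure 1B, read by eye). The *mt-Atp6* gene had a log2 fold change of −10.41 with DESeq2. The paper describes a high reproducibility of individual samples in its principal component analysis, and here *ApoE-/-* replicate 1 lay at −66.0 on the first component and the other 7 aortas between −24.1 and 58.1.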

Other observations

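The tests of GC content, thinning, dilution by heart tissue, other splits for DESeq2 and the lists, cartilage transcripts, nerve glia and *mt-Atp6* were chosen only after the result was seen. The tests of library size, gene length, the flanks of *Apoe*, clock genes and the cell content behind *Anxa8* were chosen before. The fit with an offset for gene length was added after seeing the data.

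Libraries of *ApoE-/-* mice had more counts on genes than those of WT mice (two-sided exact permutation test, p = 0.0286). After thinning every library to 18375898 counts, 56 genes were called and 54 of them were among the 70, so depth may contribute to the number of calls but cannot account for most of them. Across 15070 genes, which are not independent replicates, log2 fold changes had a Spearman rho of −0.0229 with gene length and 0.0908 with GC content. With an offset for gene length 83 genes were called, 65 of them among the 70, and with an offset for GC content 78 were called, 68 of them among the 70. The correlations were not computed again after the offsets.

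The 8 mice can be split into 2 groups of 4 in 35 ways, of which 8 part all same-numbered mice. As many genes were called in 1 of these 8 splits with edgeR, the genotypes themselves, and 0 in the others. With DESeq2 it was also 1 of 8, and the other 7 gave at most 31 genes. As large a difference of list scores was found in 1 of 8 splits for the adaptive immune system, inflammatory response and macrophage lists and in 2 of 8 for T cells. With 8 splits the share cannot fall below 0.125 whatever the data, so these 8 alone could not tell the genotypes from a grouping of mice by chance. The other 27 splits part fewer pairs. None gave a gene with edgeR or as large a difference of any of the 4 list scores. Over all 35 splits, the genotypes had the largest score difference for the adaptive immune system (1.16, others at most 0.82). The same held for the inflammatory response (1.48, at most 0.99) and macrophages (1.86, at most 1.49). For these lists this restates the exact permutation test of the scores (p = 0.0286), which argues against a grouping by chance, and is no further evidence. For T cells another split reached 0.56 against 0.55. With DESeq2 the split of replicates 1 and 4 of both genotypes from the rest gave 1490 genes and that of *ApoE-/-* replicate 1 and WT replicates 1, 2 and 4 gave 1060, more than the 721 of the genotypes.

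*ApoE-/-* replicate 1 lay apart on the first principal component, and 98 of the 100 genes with the largest loadings were highest in it. *Th* had 932 CPM and *Dbh* 1431 CPM there, against 1.18 to 147 and 2.67 to 239 CPM in the other libraries. A sympathetic ganglion carried over in the dissection is a candidate explanation. The nerve glia score of *ApoE-/-* replicate 1 was 6.52, the highest of the 8 libraries. But this list was written after the first component had been seen, so the 2 cannot be told apart. The sympathetic neuron score, of a list also written afterwards, was 8.36 there. It was 4.37 to 6.08 in WT mice and 1.40 to 4.88 in the other *ApoE-/-* mice. Such transcripts were thus not confined to replicate 1, and *ApoE-/-* replicate 2 lay at the other end of the first component, at 58.1. *ApoE-/-* replicate 3 held 240 CPM of *Col2a1*, against at most 1.87 CPM elsewhere, which may be cartilage. Without that library, the other 3 *ApoE-/-* mice still lay above every WT mouse in *Anxa8*, with a log2 fold change of 2.64, the lowest of the fits without 1 mouse. The edgeR adjusted p rose to 0.0738 and edgeR called 0 genes (1556 had an unadjusted p under 0.05), while the DESeq2 adjusted p was 3.34e-10.

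*Anxa8* may have risen with the content of endothelium or mesothelium. *Anxa8* minus the mean of the endothelial markers was higher in *ApoE-/-* mice by a log2 difference of 3.27 (two-sided exact permutation test, p = 0.0286), and the endothelial markers were lower. Mesothelial markers were lower in *ApoE-/-* mice by a score difference of −0.92, with overlap (exact permutation test, p = 0.2). WT replicate 4 was the highest, at 2.96, against 0.22 to 1.73 in the other WT mice and −0.12 to 1.29 in *ApoE-/-* mice. Neither list was higher in *ApoE-/-* mice, so neither content accounts for the higher *Anxa8*. A change in the cells of the aortic wall themselves was not tested.

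Genes changed within 10 Mb of *Apoe* may include passenger sequence of the strain in which the knockout was made. Of 226 tested genes there, 3 were called by edgeR, against 66 of 14843 elsewhere (two-sided Fisher's exact test, p = 0.085). With DESeq2 it was 20 of 256 against 700 of 16517 (Fisher's exact test, p = 0.0115), and for lower genes only, a test added after seeing the data, 12 of 256 against 231 of 16517 (Fisher's exact test, p = 0.000369). For genes called lower by DESeq2, the region from 10 to 20 Mb of chromosome 7 ranked 1 of 205 regions, with 10 of 115 tested genes. *Slc1a5* and *Ccdc61*, called lower by edgeR, lie there, so these genes cannot be told apart from such sequence.

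*Cry1* was lower in *ApoE-/-* mice, and the time of collection may differ between groups. Of 9 other core clock genes named in advance for this test, 3 were called by DESeq2, namely *Per2*, *Per3* and *Npas2*, and none by edgeR. Over the whole clock list of 18 tested genes, *Cry1* among them, DESeq2 called 7 and edgeR called 1. *Hlf* (DESeq2 log2 fold change −0.91, adjusted p = 0.000630) and *Tef* (−0.66, adjusted p = 0.000217) were lower. *Npas2* was higher (DESeq2 log2 fold change 1.92, adjusted p = 0.00213), and *Per2* and *Per3* were lower. *Arntl*, also named in advance, was higher without passing the threshold (DESeq2 log2 fold change 1.09, adjusted p = 0.102). *Npas2* thus moved against *Cry1* and the *Per* genes with it, the reverse of both directions written down in advance for a difference in time. The test counted called genes and did not weigh their directions, so these directions do not argue against such a difference. The paper gives no time of collection, so this explanation cannot be excluded.

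*mt-Atp6* had 21280 and 5016 counts in WT replicates 1 and 4 and at most 9 in the other 6 libraries, and *mt-Co3* had 4835 counts in *ApoE-/-* replicate 2 and at most 213 elsewhere. They were singled out after their values were seen. DESeq2 gave *mt-Atp6* an adjusted p of 6.17e-06, and edgeR's filter removed it. A candidate explanation is reads shared with a near-identical nuclear copy. *mt-Co2*, close to it in the mitochondrial genome, had at most 12 counts in any library while *mt-Co1* had 331709 or more. The read alignments were not analysed here, so this cannot be settled. *Svs2* and *Svs4*, genes of the seminal vesicle also chosen after their values were seen, had 16 to 86 and 18 to 79 counts in WT replicates 1 to 3 and at most 2 in the other 5 libraries. DESeq2 called both lower in *ApoE-/-* mice, with adjusted p of 0.00757 and 0.0118. No explanation was tested for them.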
